# Genomics of sexual cell fate transdifferentiation in the mouse gonad

**DOI:** 10.1093/g3journal/jkac267

**Published:** 2022-10-06

**Authors:** Mark W Murphy, Micah D Gearhart, Andrew Wheeler, Vivian J Bardwell, David Zarkower

**Keywords:** DMRT1, transdifferentiation, testis, sex determination, cell fate

## Abstract

Sex determination in mammals hinges on a cell fate decision in the fetal bipotential gonad between formation of male Sertoli cells or female granulosa cells. While this decision normally is permanent, loss of key cell fate regulators such as the transcription factors *Dmrt1* and *Foxl2* can cause postnatal transdifferentiation from Sertoli to granulosa-like (*Dmrt1*) or vice versa (*Foxl2*). Here, we examine the mechanism of male-to-female transdifferentiation in mice carrying either a null mutation of *Dmrt1* or a point mutation, R111G, that alters the DNA-binding motif and causes human XY gonadal dysgenesis and sex reversal. We first define genes misexpressed during transdifferentiation and then show that female transcriptional regulators driving transdifferentiation in the mutant XY gonad (ESR2, LRH1, FOXL2) bind chromatin sites related to those normally bound in the XX ovary. We next define gene expression changes and abnormal chromatin compartments at the onset of transdifferentiation that may help destabilize cell fate and initiate the transdifferentiation process. We model the R111G mutation in mice and show that it causes dominant gonadal dysgenesis, analogous to its human phenotype but less severe. We show that R111G partially feminizes the testicular transcriptome and causes dominant disruption of DMRT1 binding specificity in vivo. These data help illuminate how transdifferentiation occurs when sexual cell fate maintenance is disrupted and identify chromatin sites and transcripts that may play key roles in the transdifferentiation process.

## Introduction

In mammals, sex is determined in the undifferentiated, or bipotential, gonad during fetal development based on their sex chromosome composition (Jost 1947; Albrecht and Eicher 2001). The direct output of sex determination is the differentiation of bipotential precursor cells into either Sertoli cells in males or granulosa cells in females (Lin and Capel 2015). This pivotal cell fate decision is then propagated by signaling pathways that conscript sexual development into the male or the female mode elsewhere in the body. Sex chromosome composition also has direct effects on sexual differentiation in some nongonadal tissues (Arnold 2020). Nevertheless, the sexual cell fate of bipotential precursor cells in the fetal gonad is central to overall anatomical, physiological and behavioral sex differentiation.

Given the pivotal role that Sertoli/granulosa cell differentiation plays in sexual development and reproduction, it is perhaps surprising that the sexual cell fate of these cells can be highly labile after it is specified. Loss of key transcriptional regulators, including the male promoting genes *Dmrt1* and *Sox8/9* or the female promoting genes *Foxl2* and *Esr1/2* can cause male-to-female or female-to-male sexual transdifferentiation (Couse *et al.* 1999; Uhlenhaut *et al.* 2009; Matson *et al.* 2011; Georg *et al.* 2012; Barrionuevo *et al.* 2016). In the case of *Dmrt1* or *Foxl2*, transdifferentiation can be triggered even in differentiated adult gonadal cells, demonstrating that sexual cell fate must be actively maintained during postnatal life (Uhlenhaut *et al.* 2009; Matson *et al.* 2011). Ectopic *Dmrt1* expression in the postnatal ovary also can reprogram granulosa cells into Sertoli-like cells, indicating that DMRT1 can play an instructive role (Lindeman *et al.* 2015; Lindeman *et al.* 2021). How this fundamental cell fate choice can be genetically toggled even long after it is established is a matter of interest both in sexual development and more broadly in cell fate reprogramming.

*Dmrt1* is a member of a transcription factor family sharing the DM domain, a deeply conserved DNA-binding motif first identified in the invertebrate sex regulators *doublesex* and *male abnormal 3* (*mab-3*) (Erdman and Burtis 1993; Raymond *et al.* 1998). Mutations in *Dmrt1* cause severe gonadal dysgenesis in XY mice (Raymond *et al.* 2000) and deletions of distal chromosome 9p causing hemizygosity of *DMRT1* are associated with complete 46, XY gonadal dysgenesis and male-to-female sex reversal in humans (Zarkower and Murphy 2021). Four de novo point mutations in or adjacent to the DM domain of *DMRT1* have been associated with human 46, XY gonadal dysgenesis, strongly suggesting that *DMRT1* is a critical gene for human as well as mouse testicular development (Murphy *et al.* 2015; Chauhan *et al.* 2017; Fan *et al.* 2017; Buonocore *et al.* 2019). However, these human point mutations have not been modeled in mice to confirm their ability to disrupt DMRT1 function and cause gonadal dysgenesis.

DMRT1 can bind DNA as a dimer, trimer or tetramer and, uniquely among transcriptional regulators, DM domain DNA binding involves the coinsertion of 2 antiparallel alpha helices into a widened region of the DNA major groove as well as insertion into an adjacent widened region of the minor groove (Murphy *et al.* 2015). We found previously that reprogramming by DMRT1 involves binding to sex-biased differentially accessible regions (DARs) that are presumed to include sexual cell fate regulatory elements (Lindeman *et al.* 2021). DMRT1 binding to inaccessible male-biased DARs in granulosa cells can render these regions accessible and can facilitate access by other transcriptional regulators such as SOX9, which functionally cooperates with DMRT1 in controlling sexual cell fate (Lindeman *et al.* 2021). Thus, DMRT1 appears to act as a pioneer transcription factor in reprogramming sexual cell fate, imposing Sertoli-like patterns of chromatin accessibility and gene expression on granulosa cells.

Here, we take a genomic approach to examine male-to-female sexual transdifferentiation triggered by loss of DMRT1 in Sertoli cells. Loss of DMRT1 causes ectopic expression of female-promoting transcriptional regulators normally active in the ovary, and genetic analysis has shown that these regulators help drive transdifferentiation (Matson *et al.* 2011; Minkina *et al.* 2014; Agrimson *et al.* 2022). We ask where these transcription factors bind in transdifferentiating Sertoli cells: do they bind with profiles similar to those normally found in granulosa cells or at novel sites; and do they bind jointly or individually to putative sex regulatory elements? We also use HiC to ask how and where loss of DMRT1 affects chromatin conformation at the onset of transdifferentiation. Finally, we create and analyze a mouse model of a point mutation in *DMRT1*, R111G, which is associated with dominant 46,XY complete gonadal dysgenesis in humans and can cause a dominant alteration of DMRT1 DNA binding stoichiometry in vitro (Murphy *et al.* 2015). We show that a *Dmrt1^R111G^* allele in the mouse also causes dominant defects in testicular differentiation and we examine how it affects mRNA expression, hormone levels, and DMRT1 chromatin association, asking whether the phenotype includes gonadal feminization.

## Materials and methods

### Mice and genotyping

Mice were of mixed genetic background (129Sv and C57Bl/6J) and maintained in conventional housing facilities. Presence of a copulation plug in the morning was recorded as day E0.5. Experimental protocols and euthanasia protocols were approved by the University of Minnesota Animal Care and Use Committee (protocol number: 2106-39153A). Genotyping of the wild-type and floxed *Dmrt1* alleles (Raymond *et al.* 2000; Kim *et al.* 2007) used primers CR99 (5′-TGCACACGTGCACCCTCGCCATCG-3′) and CR100 (5′-TCATGGCAGCTCTCCCAGTGGAGC-3′). The deleted *Dmrt1* allele was genotyped with primers CR98 (5′-GATCTATCTGGAGCCAGGTGGTAG-3′) and CR100. The *Dmrt1^R111G^* allele was genotyped using primers R111G-F 5′-GCAGTCTGATCGCGGAGG-3′ and CR100. PCR was performed with 0.5 M betaine at an annealing temperature of 60°C for 32 cycles with a nonproofreading Taq polymerase.

### Generation of Dmrt1^R111G^ mice

R111G mice were generated at the Cornell University Stem Cell and Transgenic Core Facility using the crRNA + tracrRNA system from Integrated DNA Technologies (IDT; Coralville, IA) as well as a homologous repair DNA template from IDT [essentially as described by Gao *et al.* (2021)]. The CRISPR guide sequence was CCCGCTGTCGCTCCGCAATC and the repair template was 5′-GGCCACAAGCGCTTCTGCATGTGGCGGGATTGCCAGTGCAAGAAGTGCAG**T**CTGAT**C**GCGGA G**G**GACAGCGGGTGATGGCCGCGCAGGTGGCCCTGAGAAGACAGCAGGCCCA-3′. The 2 5′-most bold underlined nucleotides in the repair template are silent changes that remove the PAM sequence and generate a restriction enzyme recognition site, respectively. The third bold underlined nucleotide generates R111G. Two hundred and thirty-two-cell embryos were implanted, resulting in 53 pups, 4 of which had the desired change, based on PCR. Of these, 1 animal was shown to have a correctly edited allele and was bred to establish the mutant line. The *Dmrt1^R111G^* mouse line will be available from The Jackson Laboratory as JAX#037723.

### Sertoli cell isolation

Testes were dissected from P7 mice carrying *CAG-Stop^flox^-tdTomato* driven by *Dhh-Cre.* Testis tubules were manually dissected and loosened with forceps and suspended in 800 µl Dulbecco’s phosphate-buffered saline (DPBS; Gibco 14190-144) with 4 tubule bundles (from 2 mice) per 2 ml microfuge tube. Then, 50 μl Col1A (5 mg/ml; Sigma C5894) and 1 μl DNAse (10 mg/ml, Roche 10104159001) were added and tubules were incubated at 37°C for 10 min with rotation. After incubation, tubules were allowed to settle, then were rinsed 3–6 times with DPBS, centrifuging the tubules for 5 s at 50× g between each subsequent rinse. The rinsed tubule pellet was resuspended in 200 μl trypsin/EDTA with pipetting to break up any remaining clumps and incubated at 37°C for 10 min with rotation, and then an additional 600 μl trypsin/EDTA (Sigma 57428C) was added followed by an additional 10 min incubation at 37°C with rotation. Two hundred microliters fetal bovine serum (Gibco 26140-079) and 50 μl DNAse (10 mg/ml; Worthington LS002139) were added to each tube followed by a 5-min incubation at 37°C with rotation. Cells were then filtered through a 40-μm mesh, pelleted at 1,500 rpm in a clinical centrifuge, transferred to a 2-ml microfuge tube, and resuspended in 300 μl DPBS with 0.5% FBS. Next, 5 μl Thy1 and 5 μl c-Kit antibody beads (Miltenyi Biotec, 130-049-101 and 130-091-224) were added followed by a 15 min incubation at 4°C and the cell mixture was applied to an equilibrated LS separation column (Miltenyi, 130-042-401) on a Miltenyi magnetic stand. Flow-through, enriched for Sertoli cells, was collected along with a 1-ml rinse. Cells were examined by epifluorescence microscopy to determine the number and purity of tdTomato-positive Sertoli cells, and all cell preparations used were at least 90% pure.

### Hormone measurements

Testicular and blood serum testosterone measurements, blood serum luteinizing hormone (LH), blood serum follicle stimulating hormone (FSH), and blood serum inhibin-B for control and mutant mice were performed by The University of Virginia Center for Research in Reproduction Ligand Assay and Analysis Core, which is supported by the Eunice Kennedy Shriver NICHD/NIH Grant R24HD102061. Statistical analyses of hormone measurements were performed using the Mann–Whitney *U* test excluding samples that were above or below the limits of detection.

### Histology and immunofluorescent staining

Histology and immunofluorescence (IF) was performed on 5 μm sections of paraffin-embedded tissue previously fixed in 4% paraformaldehyde (Electron Microscope Sciences 15710) diluted in PBS. Single animals were used for each timepoint in each method. Antigen retrieval for IF was accomplished by boiling in 10 mM citrate (pH 6.0) for 1 h. Prior to blocking, cells were permeabilized in 1× DPBS with 0.1% Triton X-100 at room temperature for 10 min. After blocking with donkey serum (Sigma-Aldrich S30-100ML) diluted to 10% in 1× DPBS with 0.1% BSA (Sigma A9647) and 0.1% Tween 20 (Sigma P9416) at room temperature for 1 h, slides were stained overnight with rat anti-TRA98 (1:200) (Abcam ab82527) and rabbit anti-SOX9 (1:200) (EMD Millipore AB5535) at 4°C. Secondary antibodies used were Alexa Fluor 488 donkey anti-rat IgG (1:500) (Invitrogen A21208) and Alexa Fluor 594 donkey anti-rabbit IgG (1:500) (Invitrogen A21207). Slides were counterstained with 1 µg/ml DAPI (Thermo Scientific 62248) in DPBS to detect nuclei. Slides were sealed with cover slips (Fisher Scientific 22037298) in mounting medium (Permafluor, Thermo Scientific TA030FM).

### Image capture

IF images were captured with a Zeiss Axio Imager Z1 microscope and Zeiss MRm camera, processed and false-colored using Zeiss Axiovision software. High magnification images were captured using Zeiss Apotome structured illumination. Histology (hematoxylin and eosin) images were captured with a Leica DMRB microscope using a Zeiss MRc camera and processed using Zeiss MRGrab software.

### BTB analysis

Biotin permeability was assayed essentially as described (Pérez *et al.* 2012; Jauregui *et al.* 2018) using freshly dissected testes from 3.5-, 16-, and 20-week-old animals. Ten milligrams per milliliters of EZ-Link Sulfo-NHS-LC-Biotin (Pierce 21335) diluted in 1× PBS containing 1 mM CaCl_2_ was injected into 1 testis while the other was injected with vehicle. Testis sections were stained with Alexa Fluor 594 conjugated streptavidin (Invitrogen S32356).

### mRNA sequencing

Testes were harvested and homogenized in Trizol reagent (Thermo Fisher) and stored at −80°C prior to processing. Total RNA was extracted from the aqueous phase, mixed with ethanol and purified using the RNeasy kit protocols and reagents (Qiagen). RNA was quantified using the Qubit RNA assay (Thermo Fisher) and 400–500 ng total RNA per sample was used in stranded mRNA-seq library preparation (KAPA Biosystems, KK8481) for Illumina sequencing. Libraries were pooled and sequenced with 2×150 cycles paired-end to an average depth of 19.4 million reads per sample on a HiSeq 4000 by Genewiz (South Plainfield, NJ, USA).

### ChIP-seq

For ChIP-seq, freshly isolated Sertoli cells were fixed with 1% methanol-free formaldehyde in PBS (Thermo scientific #28906) for 5 min at RT with rotation. Fixation was stopped by addition of glycine to 0.125 M and rotation at RT for 10 min. After pelleting, cells were washed in PBS and stored at −80°C until use. ChIP was performed with 1–2.5 million cells. Nuclei were prepared from the fixed cells and chromatin was sheared to an average size of 300–400 bp in a Covaris S220 according to the manufacturer’s recommendations. After shearing, the lysate was diluted 1:3 with complete DOC RIPA (Murphy *et al.* 2010) and the sample was centrifuged at 21,000 g for 10 min at 4°C to pellet any insoluble material. The supernatant was transferred to a fresh siliconized tube and the ChIP was initiated with the addition of ∼1 µg of the relevant antibody and rotated at 4°C overnight. Samples were then spun at 21,000 g for 10 min to pellet insoluble material and supernatant was mixed with 20 µl Protein A Dynabeads (Invitrogen, 10002D) previously blocked with BSA and yeast tRNA to inhibit nonspecific binding. After incubation at 4°C for 60 min with rotation to allow association of protein A with the antibody, beads were applied to a magnet and washed sequentially as described previously (Murphy *et al.* 2010). After elution and cross link reversal, sequencing libraries were prepared using the Hyper Prep Kit (KAPA Biosystems, KK8502).

Whole gonad ChIP-seq was performed essentially the same as for primary cells ChIP-seq except gonads from 2 to 3 P28 animals were pooled and fixed in 1% paraformaldehyde (Electron Microscopy Sciences #15710) for 10 min. After quenching the fix with 0.125 M glycine, chromatin was sheared to an average size of 300–500 bp using a tip sonicator. Antibodies used were anti-ESR2 (Aviva Biosystems ARP37039), anti-LRH1 (Aviva Biosystems ARP37408), and anti-FOXL2 (Aviva Biosystems ARP39574).

### Hi-C

Two independent replicates of Hi-C were performed for each genotype on about 1 million primary Sertoli cells using the Arima Hi-C Kit (#A510008). Cells were fixed in 2% methanol-free formaldehyde in DPBS at RT for 10 min with occasional mixing then quenched by addition of glycine to 0.125 M with occasional mixing for 5 min. Cells were placed on ice for 15 min prior to washing with 1× DPBS and stored at −80°C. Hi-C was performed according to Arima Genomics (Document part # A160134 v00). Sequencing libraries were prepared using the KAPA Hyper Prep Kit and xGen Duplex Seq adapters (Integrated DNA Techologies) according to Arima Genomics (Document part # A160139 v00).

### Bioinformatic analysis

High-throughput Illumina sequencing was performed by the University of Minnesota Genomics Center or GENEWIZ (South Plainfield, NJ, USA) using a combination of HiSeq 2500, HiSeq 4000, and NovaSeq platforms. For each of the experiments, reads were trimmed using Trim Galore (v0.6.0) and cutadapt (v1.18) and assessed for quality with FastQC (v0.11.8). STAR (v2.7.2a), BWA mem (v0.7.12), and HiC-Pro (v3.11.0) were used to map transcriptomic (RNA-seq), genomic (ChIP-seq) and 3D (Hi-C) trimmed reads to the GRCm38 (mm10) genome, respectively. The GENCODE M25 gene annotation set was used to estimate strand-specific gene expression data in the RNA-seq data with the Bioconductor package RSubread (v1.28.1) and to assign the locations of ChIP peaks to nearby genes. For ChIP-seq experiments, duplicated reads were removed with Picard MarkDuplicates (v2.17.10) and low-quality reads (MAPQ < 55) were removed with SAMtools (v1.0). Hi-C data were processed using the LIGATION_SITE = GATCGATC, GATCGANTC, GANTCGATC, GANTCGANTC, and GET_PROCESS_SAM = 1 options within HiC-Pro. Contact matrices were normalized and converted to cool format with cooler (v0.8.11) and visualized with HiGlass (v1.9.4). Statistically enriched contact interactions and A/B compartments were identified with cooltools (v0.5.1). MACS2 (v2.1.1.20160309) was used to call peaks in the ChIP-seq datasets using the parameters “-call-summits -m 2 20.” Enriched DNA-binding motifs were identified using MEME (v5.0.1) using the parameters “-maxsize 900000000 -searchsize 0 -text -dna -revcomp -nmotifs 3 -p 1 -nostatus.” Analysis of predicted minor groove widths was performed using DNAshapeR (v1.24.0) (Chiu *et al.* 2016).

## Results

### Transcriptome feminization in *Dmrt1* mutant testes

We showed previously that deletion of *Dmrt1* in the testis causes a major transformation of the transcriptome toward a more ovary-like mRNA profile (Matson *et al.* 2011). Because the earlier study employed microarray analysis, we first used mRNA-seq to gain a more complete comparison of transcriptomes from wild-type testes and ovaries relative to XY gonads homozygous or heterozygous for a *Dmrt1* null mutation. 

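Messenger RNA of P28 XY gonads was counted per gene in 3 libraries each of wild-type testes, *Dmrt1+/-* testes and *Dmrt1-/-* gonads. *Dmrt1*, on chromosome 19 from 25505618 to 25604329 of GRCm38, stood at 38.3 ± 4.68 CPM (TMM-scaled counts; SD, n = 3 libraries) in wild-type testes, 41.5 ± 15.6 in *Dmrt1+/-* testes and 0.331 ± 0.148 in *Dmrt1-/-* gonads. These counts cover the whole gene and do not separate the deleted part from the rest. The authors mapped stranded paired-end reads to GRCm38 (mm10) with STAR and counted them per gene of GENCODE M25, one column of raw counts per library. Wild-type libraries held 8921859 to 10891612 counts (median 9387891), *Dmrt1+/-* libraries 10649748 to 12697366 counts (median 11030380) and *Dmrt1-/-* libraries 8909790 to 11421776 counts (median 9602724). The paper's stated depth is an average of 19.4 M reads per sample, whereas the values here rest on these counted totals. Genes were kept with edgeR's filterByExpr, libraries were scaled with trimmed mean of M values (TMM) factors, and 20952 genes were tested with edgeR's quasi-likelihood F test in 1 fit over the P28 libraries, those of *Dmrt1 R111G/+* gonads included. A gene was counted as differentially expressed at a Benjamini–Hochberg adjusted p below 0.05 with more than a 2-fold change, which are the paper's thresholds. In counts simulated for the comparison of *Dmrt1-/-* gonads with wild-type testes, the test recovered 66 of 100 genes changed 3-fold and 86 of 100 changed 6-fold, over 20113 genes. Libraries of wild-type ovaries were not analysed here.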

We examined gonads at P28, when transdifferentiation is advanced in mutant XY gonads (Matson *et al.* 2011). As expected, in principal component analysis (PCA) wild-type testis and ovary profiles were widely separated in principal component 1 (PC1), which accounted for 75% of variance (Fig. 1a). 

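*Trf*, which encodes the iron carrier transferrin made by Sertoli cells, stood at a log2 fold change of 1.29 (adjusted p = 0.179 from edgeR's quasi-likelihood test) in *Dmrt1+/-* testes against wild-type testes, and *Lhcgr*, the luteinizing hormone receptor of Leydig cells, at 1.20 (adjusted p = 0.179). *Nr5a2* had a log2 fold change of 1.16 (adjusted p = 0.185), *Foxl2* of 0.18 (adjusted p = 0.874) and *Esr2* of -0.01 (adjusted p = 0.998), and none of these passed the threshold in this fit. *Trf* and *Lhcgr* passed it under DESeq2 (1.21 and 1.13), and with *Nr5a2* under edgeR without a filter on low counts (1.39, 1.30 and 1.25). Of 29 Sertoli cell markers, 0 were higher and 0 lower (1 and 0 over the list alone), with a median log2 fold change of 0.67 (camera adjusted p = 1.6e-09, and adjusted p = 0.134 with an estimated correlation). Of 24 granulosa and ovary-determining genes, 0 were higher and 0 lower (4 and 0 over the list alone), with a median of 0.76 (camera adjusted p = 9.7e-06, and adjusted p = 0.134 with an estimated correlation). The 22 spermatid genes had a median of -0.51 and 0 of them was differentially expressed (camera adjusted p = 5.0e-05, and adjusted p = 0.448 with an estimated correlation). With scaling factors taken from the macrophage, endothelial, myoid and stromal lists alone, the Sertoli median was 0.19, the granulosa median 0.27 and the spermatid median -0.98. Over all genes edgeR called 0, with 3769 at an unadjusted p below 0.05, while DESeq2 called 25 higher and 4 lower and edgeR without a filter on low counts called 252 higher and 18 lower. In counts simulated for this comparison the test recovered 73 of 100 genes changed 3-fold and 82 of 100 changed 6-fold. In a principal component analysis (PCA) of the 12 P28 libraries, PC1 held 86.9% of the variance, with wild-type testes between -189 and -176 and *Dmrt1+/-* testes at -163, -152 and -85.4. The library that stood apart was *Dmrt1+/-* replicate 3, and without it 3 genes were differentially expressed.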

Heterozygous XY gonads, which have no overt phenotype (Raymond *et al.* 2000; Kim *et al.* 2007), clustered close to wild-type testes. 

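*Sfrp4*, which encodes a secreted inhibitor of Wnt signaling, rose in *Dmrt1-/-* gonads against wild-type testes (log2 fold change 8.58, standard error 0.519, adjusted p = 1.1e-08 from edgeR's quasi-likelihood test), and so did *Igfbp5*, an insulin-like growth factor binding protein (log2 fold change 7.41, standard error 0.340, adjusted p = 2.6e-09). *Inhba* and *Inha*, which encode subunits of activin and inhibin, had log2 fold changes of 5.19 and 4.16. *Inha* also stood at 1038, 1519 and 919 CPM in isolated control Sertoli cells of P7, so its rise alone does not mark granulosa cells. Among genes of spermatids, *Akap4*, a scaffold of the sperm tail, had a log2 fold change of -9.19 and *Crisp2*, a protein of the acrosome and sperm tail, one of -9.15. *Mbd3l1*, a spermatid chromatin protein without a count in the *Dmrt1-/-* libraries, was at least 1035-fold lower, taking 3 counts over the group as the floor. Along PC1 of the 12 P28 libraries the 3 *Dmrt1-/-* gonads lay at 271.1, 270.5 and 271.3, on the far side from the testes. On a line drawn from the mean of the *Dmrt1+/-* testes, set to 0, to the mean of the *Dmrt1-/-* gonads, set to 1, wild-type testes lay at -0.107 ± 0.0145 (SD, n = 3), *Dmrt1+/-* testes had an SD of 0.0960 and *Dmrt1-/-* gonads one of 0.00162. Every wild-type testis lay below every *Dmrt1+/-* testis (exact two-sided permutation test, p = 0.1, the smallest that 3 libraries against 3 allow). Ovaries were no part of this PCA.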

Homozygous *Dmrt1* mutant XY gonads clustered with wild-type ovaries in PC1, consistent with our previous studies showing their extensive feminization (Matson *et al.* 2011; Minkina *et al.* 2014). PC2 accounted for 8% of variance. As might be predicted, a number of the top differentially expressed genes driving PC2 were X- or Y-linked genes or genes involved in folliculogenesis.

**Fig. 1.**
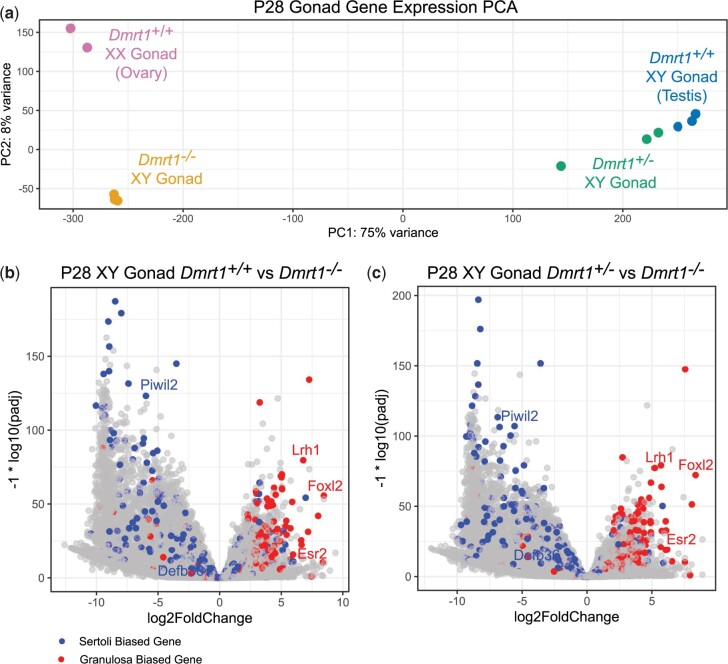
Transcriptome feminization in *Dmrt1* mutant XY gonads. mRNA-seq data from P28 wild-type and *Dmrt1^+/−^* XY testes, P28 *Dmrt1^−/−^* XY gonads and 2- to 3-month wild-type XX ovaries. a) Plot of PCA analysis showing clustering of wild-type with *Dmrt1^+/−^* testes and of *Dmrt1^−/−^* XY gonads with wild-type ovaries in PC1. b) Volcano plot comparing mRNA-seq data from wild-type testes and *Dmrt1^−/−^* XY gonads showing differentially expressed genes, with previously identified Sertoli-biased transcripts in blue and granulosa-biased transcripts in red. c) Volcano plot comparing *Dmrt1^+/−^* testes with *Dmrt1^−/−^* XY gonads, showing very similar pattern to comparison in panel B.

To examine the molecular phenotype in more detail, we generated volcano plots of differentially expressed mRNAs, with known Sertoli- and granulosa-biased mRNAs (Lindeman *et al.* 2021) indicated in blue and red, respectively (Fig. 1b and c). As expected from PCA and previous phenotypic analysis, comparison of homozygous mutant XY gonads vs wild-type testes revealed mainly downregulation of Sertoli-biased mRNAs and upregulation of granulosa-biased mRNAs (Fig. 1b). 

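*Foxl2os*, transcribed beside *Foxl2*, had a log2 fold change of 8.10 in *Dmrt1-/-* gonads against wild-type testes, and *Kctd14* one of 4.38. *Kctd14*, a granulosa marker, also stood at 974, 825 and 445 CPM in isolated control Sertoli cells of P7. *Gata4*, a transcription factor of Sertoli and granulosa cells, had a log2 fold change of 3.55, and *Inhbb*, an activin and inhibin subunit, one of 2.38. Of 24 granulosa and ovary-determining genes, 19 were higher and 1 lower (the same over the list alone), with a median log2 fold change of 4.15 (camera adjusted p = 5.3e-11, and adjusted p = 0.0267 with an estimated correlation). Sertoli cell genes went both ways. *Cst9*, a secreted cystatin, fell (log2 fold change -2.55, standard error 0.253, adjusted p = 7.5e-07 from edgeR's quasi-likelihood test), as did *Ocln*, the tight junction protein occludin (log2 fold change -1.90, standard error 0.409, adjusted p = 7.1e-04), and *Defb36*, a beta-defensin (-2.09). *Fshr*, the receptor for follicle-stimulating hormone, had a log2 fold change of 2.44 and *Vnn1*, a pantetheinase, one of 3.14, while *Sox9* (-0.27, adjusted p = 0.386) and *Sox8* (0.28, adjusted p = 0.317) did not pass the threshold. Of 29 Sertoli cell markers, 8 were higher and 6 lower (the same over the list alone), with a median of 0.28 (camera adjusted p = 0.153, and adjusted p = 0.702 with an estimated correlation). With scaling factors from the macrophage, endothelial, myoid and stromal lists alone, *Fshr* (0.31) and *Inhbb* (0.23) no longer passed, *Sox9* was lower (-2.44) and *Sox8* turned to -1.88. The lists then had 16 higher and 5 lower, median 2.05 for the granulosa list and 2 higher and 22 lower, median -1.88 for the Sertoli list. The P7 sheet of Supplementary Table 1 marks genes as Sertoli- or granulosa-biased among those the study found misexpressed at P7, and here 217 and 98 of them were tested. Of the Sertoli-biased genes 60 were higher and 85 lower (median -0.37, the same over the list alone), and of the granulosa-biased genes 70 were higher and 10 lower (median 2.05, the same over the list alone; camera adjusted p = 2.9e-13, and adjusted p = 0.161 with an estimated correlation). With the factors from the 4 lists these counts became 12 higher and 161 lower, median -2.47 and 22 higher and 27 lower, median -0.03. A list the study chose on its own libraries is not independent evidence, although these genes were chosen at P7 and not at P28.

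**Figure D1:**
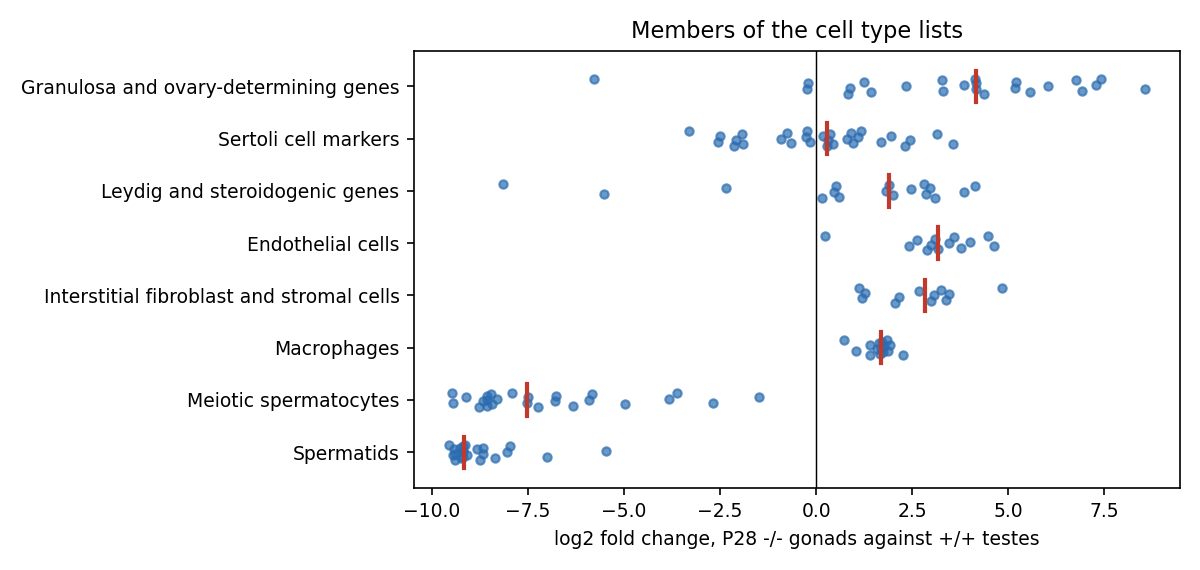
Each point is the log2 fold change of 1 gene of a list in *Dmrt1-/-* gonads against wild-type testes at P28, with a red bar at the median of the list. The granulosa median lies at 4.15 and the Sertoli median at 0.28, and with factors from the 4 somatic lists they lie at 2.05 and -1.88.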

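*Tssk1* and *Tssk2*, kinases of spermatids, had log2 fold changes of -8.66 and -9.27 in *Dmrt1-/-* gonads against wild-type testes, and *Sycp1* and *Sycp2*, proteins of the synaptonemal complex of meiotic chromosomes, had -8.57 and -9.11. *Ddx4*, an RNA helicase of germ cells, fell (log2 fold change -8.80, standard error 0.306, adjusted p = 5.8e-10 from edgeR's quasi-likelihood test), and so did *Dazl*, a germ cell RNA-binding protein (-7.82), *Mael*, which acts in transposon silencing (-9.25), and *Piwil2*, a partner of piRNAs (-5.83). All 25 spermatocyte genes tested were lower (median -7.53 (-7.50 with members at 0 counts set to their bound); camera adjusted p = 4.0e-21, and adjusted p = 0.0267 with an estimated correlation). So were all 22 spermatid genes (median -9.16; camera adjusted p = 8.2e-14, and adjusted p = 0.199 with an estimated correlation) and 10 of 12 genes of differentiating spermatogonia (median -6.97 (-5.94 with members at 0 counts set to their bound); camera adjusted p = 2.6e-04, and adjusted p = 0.0903 with an estimated correlation), and adjusting over the list alone gave the same counts. Of 14 genes of undifferentiated spermatogonia, 3 were higher and 8 lower (the same over the list alone), and of 8 oocyte markers 0 were higher and 7 lower (the same over the list alone). *Pecam1* and *Emcn*, surface proteins of endothelial cells, rose by 4.48 and 4.63 on the log2 scale, and *Lum*, a proteoglycan of stromal cells, by 4.84. Of 13 endothelial genes 12 were higher and 0 lower (the same over the list alone), of 12 interstitial fibroblast and stromal genes 12 were higher and 0 lower (the same over the list alone), and of 15 macrophage genes 14 were higher and 0 lower (the same over the list alone). Their medians were 3.18, 2.83 and 1.70. The genes of undifferentiated spermatogonia gave 0 higher and 11 lower, median -3.98, with factors from the macrophage, endothelial, myoid and stromal lists, which pull those 4 lists themselves toward 0. Over all genes, 5472 were higher and 8476 lower in *Dmrt1-/-* gonads, and the median log2 fold change was -0.31, which is the level against which these changes are read. Of the lower genes 5081 were protein-coding, 2329 were long noncoding RNAs and 710 were pseudogenes. The balance of the directions followed the scaling, with 6637 higher and 7858 lower by library size alone (median 0.01) and 643 higher and 15507 lower by factors from the 4 lists (median -2.44). By size factors of DESeq2 within edgeR the median was -0.47, and in the DESeq2 fit itself -0.50.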

We identified 9,151 downregulated and 4,882 upregulated mRNAs with a >2-fold change and a Benjamini–Hochberg adjusted *P*-value below 0.05 (Supplementary Table 1). 

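*Foxl2* lies on chromosome 9 from 98955288 to 98958543 of GRCm38 (identifier ENSMUSG00000050397) and encodes a forkhead transcription factor that keeps granulosa cells female. Its level was 155 ± 32.3 CPM (SD, n = 3) in *Dmrt1-/-* gonads and 0.386 ± 0.222 in wild-type testes (log2 fold change 8.56, standard error 0.407, adjusted p = 3.1e-09 from edgeR's quasi-likelihood test). *Esr2*, on chromosome 12 from 76120419 to 76177259 (ENSMUSG00000021055), encodes estrogen receptor beta and stood at 16.8 ± 6.53 CPM in *Dmrt1-/-* gonads and 0.251 ± 0.230 in wild-type testes (log2 fold change 6.05, standard error 0.569, adjusted p = 4.6e-07). *Nr5a2*, on chromosome 1 from 136842571 to 136960448 (ENSMUSG00000026398), encodes the orphan nuclear receptor LRH1 and stood at 185 ± 40.4 and 1.51 ± 0.275 CPM (log2 fold change 6.91, standard error 0.327, adjusted p = 3.1e-09). For each of the 3 genes every *Dmrt1-/-* library lay above every wild-type library, and with 3 libraries against 3 chance leaves 10% of genes without overlap in either direction. *Hsd17b1*, an enzyme that makes estradiol from estrone, rose too (log2 fold change 6.77, standard error 0.674, adjusted p = 7.8e-07). It also stood at 113, 169 and 106 CPM in isolated control Sertoli cells of P7, so it is not specific to granulosa cells. *Hsd17b3*, the Leydig enzyme that makes testosterone, was at a ratio of 0.00251 (95% counting interval 6.3e-05 to 0.0141) to wild-type testes. *Esr1*, estrogen receptor alpha, had a log2 fold change of 2.38 and *Nr5a1*, a nuclear receptor of steroid-making cells, one of 2.81, while *Cyp19a1*, the aromatase gene, stood at -0.23 (adjusted p = 0.585). With factors from the macrophage, endothelial, myoid and stromal lists alone, the log2 fold changes were 6.54 for *Foxl2*, 3.99 for *Esr2* and 4.84 for *Nr5a2*, while *Esr1* (0.32) and *Nr5a1* (0.73) did not pass and *Cyp19a1* was lower (-2.39). Of 13 genes of estrogen and androgen synthesis and reception, 9 were higher and 2 lower (the same over the list alone), with a median of 2.02 that became -0.07 with the factors from the 4 lists.

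**Figure D2:**
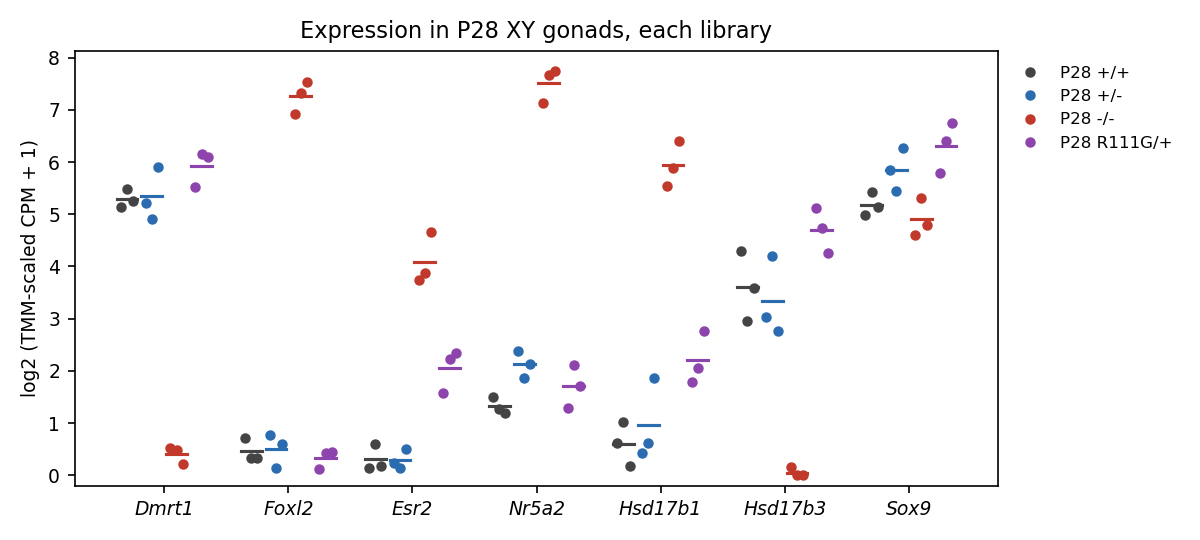
Log2 of TMM-scaled CPM plus 1 for 7 genes in each P28 library (points), with a bar at the mean of each genotype. *Foxl2*, *Esr2* and *Nr5a2* lie higher in all 3 *Dmrt1-/-* gonads than in all 3 wild-type testes.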

Among the strongly upregulated granulosa-biased mRNAs are *Foxl2*, *Esr2*, and *Nr5a2/Lrh1*, which encode transcription factors important in ovarian development and sexual transdifferentiation of *Dmrt1* mutant XY gonads (Minkina *et al.* 2014; Agrimson *et al.* 2022). Importantly, comparison of *Dmrt1* null XY gonads with those of *Dmrt1^+/−^* heterozygotes gave virtually identical results, suggesting that the *Dmrt1* null allele is highly recessive at the molecular as well as the phenotypic level (Fig. 1c;Supplementary Table 1).

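Against *Dmrt1+/-* testes, *Foxl2* rose in *Dmrt1-/-* gonads (log2 fold change 8.38, standard error 0.391, adjusted p = 3.4e-09 from edgeR's quasi-likelihood test), as did *Esr2* (log2 fold change 6.05, standard error 0.546, adjusted p = 4.1e-07) and *Nr5a2* (log2 fold change 5.75, standard error 0.296, adjusted p = 7.0e-09). *Fst*, the activin-binding protein follistatin, had a log2 fold change of 2.34, and *Hsd17b1* one of 5.70. *Pgr*, the progesterone receptor, was at a ratio of 202 (95% counting interval 68.8 to 982) to *Dmrt1+/-* testes. Of the Sertoli cell genes, *Cst9* (-3.05), *Ocln* (-2.50), *Defb36* (-2.94) and *Aard*, a gene of Sertoli cells with an alanine- and arginine-rich domain (-1.61), were lower. *Sox9*, which encodes the transcription factor that drives Sertoli cell differentiation, had a log2 fold change of -0.98 (adjusted p = 0.00582), short of the 2-fold limit, and *Cst12* one of -0.73 (adjusted p = 0.00320). *Sox9* passed that limit under DESeq2 (-1.05), without *Dmrt1+/-* replicate 1 or 2 (-1.0 and -1.17) or *Dmrt1-/-* replicate 2 (-1.21), and with several other settings. In all, 4149 genes were higher and 8106 lower, with a median over all genes of -0.28. By factors from the macrophage, endothelial, myoid and stromal lists there were 608 higher and 14756 lower (median -1.97), *Sox9* (-2.68) and *Cst12* (-2.40) among the lower ones, and *Fst* did not pass (0.70). Of 24 granulosa genes 18 were higher and 2 lower (the same over the list alone) (median 2.98; camera adjusted p = 2.5e-11, and adjusted p = 0.0170 with an estimated correlation). Of 29 Sertoli cell markers 4 were higher and 8 lower (the same over the list alone) (median -0.46). With the factors from the 4 lists these became 13 higher and 6 lower, median 1.33 and 1 higher and 21 lower, median -2.12. Of the P7-sheet genes, 38 Sertoli-biased genes were higher and 103 lower, and 62 granulosa-biased genes were higher and 8 lower (the same over the list alone), and a list the study chose is not independent evidence. With the factors from the 4 lists these were 9 higher and 161 lower, median -2.57, for the Sertoli-biased and 22 higher and 23 lower, median -0.25, for the granulosa-biased genes. From the likeness of the results against both controls, the paper proposes that the null allele is highly recessive in its effects on transcripts as well as on phenotype.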

### Loss of DMRT1 activates chromatin binding by feminizing transcription factors

We next examined the role of FOXL2, ESR2, and LRH1 in sexual transdifferentiation by asking where they bind chromatin in wild-type young adult (2–3 month) ovaries vs P28 mutant XY gonads undergoing transdifferentiation. Genetic analysis has established that all 3 regulators are important drivers of transdifferentiation of *Dmrt1* mutant Sertoli cells into granulosa-like cells (Minkina *et al.* 2014; Agrimson *et al.* 2022) but the mechanisms underlying this cell fate reprogramming have not been investigated. We sought to address 2 key questions: first, do these regulators bind similar regions in ovaries and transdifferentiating mutant gonads; and second, do they bind to distinct sites or might they cooperatively control shared regulatory elements? We used ChIP-seq to compare binding by each protein in wild-type ovaries, *Dmrt1* heterozygous mutant testes, and *Dmrt1* homozygous mutant XY gonads undergoing transdifferentiation.

We first used ChIP-seq to examine binding by the estrogen receptor ESR2, a nuclear hormone receptor transcription factor normally expressed and active in granulosa cells (Lenie and Smitz 2008). ESR2 bound many sites in ovaries and in homozygous mutant gonads, with more than twice as many sites bound in ovary (12,338 vs 4,747) (Fig. 2a). In contrast, only 134 bound sites were detected in heterozygous testes, consistent with the very low *Esr2* expression in these gonads (Matson *et al.* 2011). A majority of sites bound strongly in the homozygous mutant gonad (3,219/4,747) also were bound strongly in the ovary, and most sites strongly detected in 1 class of gonad also were detected in the other, though often below a false discovery q-value cutoff of 0.05 for peak calling. Sites bound in the homozygous mutant XY gonad, the ovary, or both, were enriched for the ESR2 consensus DNA-binding motif (Fig. 2a, far right column), suggesting good ChIP specificity. These data indicate similar binding by ESR2 in the ovary and mutant XY gonad and strongly suggest that estrogen signaling is active in chromosomally male gonads when *Dmrt1* is missing.

**Fig. 2.**
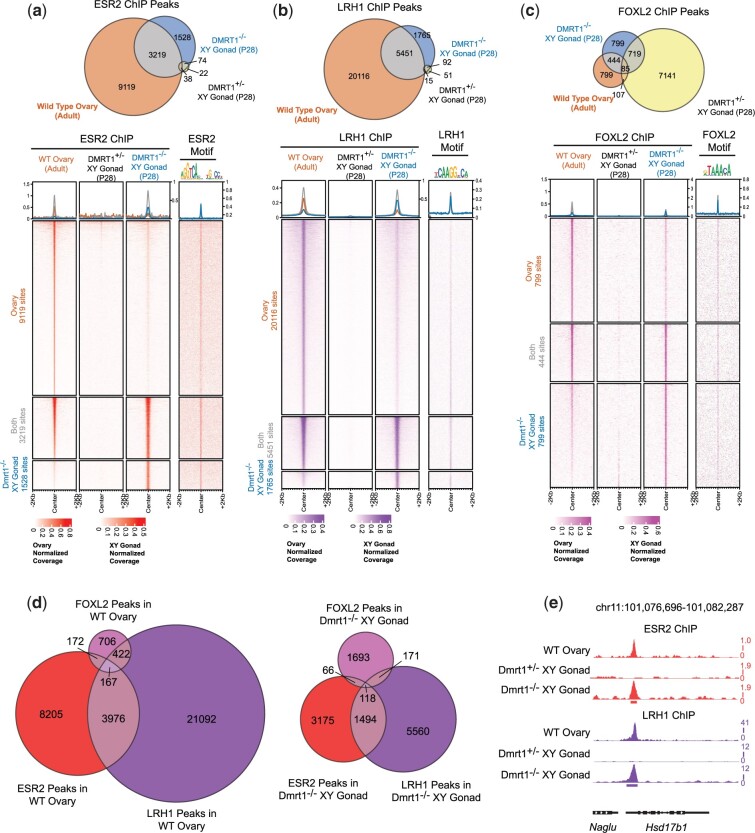
Overlapping DNA binding by feminizing transcription factors in *Dmrt1* mutant XY gonads and XX ovaries. a–c) Comparison of DNA binding by ESR2, LRH1, and FOXL2 in wild-type young adult ovaries, *Dmrt1^+/−^* XY P28 testes, and *Dmrt1^−/−^* XY P28 gonads. Venn diagrams indicate the extent of overlap in binding and tornado plots show intensity of binding at sites bound primarily in ovaries, primarily in homozygous mutant XY gonads, or in both. Matches to consensus DNA-binding motif for each protein are indicated in far right columns. d) Venn diagram showing extent of overlapping binding by the three feminizing transcription factors in *Dmrt1^−/−^* XY gonads.

Next, we examined binding by the orphan nuclear receptor LRH1 (NR5A2). LRH1 is the closest relative of the steroidogenic regulator SF1 and plays an essential role in granulosa cell differentiation and function (Duggavathi *et al.* 2008; Meinsohn *et al.* 2018; Meinsohn *et al.* 2021). Similar to ESR2, ChIP-seq showed that LRH1 bound many sites in ovaries and in homozygous mutant XY gonads, with more sites bound in ovaries (25,567 vs 7,216), while only 158 bound sites were detected in heterozygous testes (Fig. 2b). As with ESR2, a majority of sites strongly bound by LRH1 in mutant XY gonads (5,451/7,216) also were strongly bound in the ovary and sites bound in the mutant XY gonad, the ovary, or both, were enriched for the LRH1 consensus DNA-binding motif (Fig. 2b, far right column). Also similar to ESR2, most sites bound strongly in ovaries or mutant testes also were detected in the other, although often not called as a peak using a *q*-value cutoff of 0.05. These data indicate that LRH1, like ESR2, binds a similar repertoire of sites in the wild-type XX ovary and the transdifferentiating *Dmrt1* mutant XY gonad.

Finally, we examined binding by the forkhead transcription factor FOXL2, which is required for normal granulosa cell differentiation and for maintenance of female differentiation in the ovary (Uda *et al.* 2004; Uhlenhaut *et al.* 2009). Like ESR2 and LRH1, FOXL2 is ectopically expressed in *Dmrt1* mutant XY gonads and is essential for transdifferentiation of mutant Sertoli cells to granulosa-like cells (Matson *et al.* 2011; Minkina *et al.* 2014). Once again, we found that FOXL2 binds many sites in ovaries and in homozygous mutant XY gonads, with a similar number of sites bound in each (1,467 in ovary vs 2,048 in mutant XY gonad) (Fig. 2c). As with the other proteins, most sites strongly bound by FOXL2 in ovaries or mutant gonads were bound at least weakly in the other. An unexpected result was that many bound sites (8,052) were detected in *Dmrt1* heterozygous testes, which express extremely low levels of FOXL2 (Fig. 2c). We considered 2 possibilities. First, the antibody might not recognize FOXL2. This appears not to be the case, as the sites we detected in ovaries were highly enriched for the canonical FOXL2-binding consensus (Fig. 2c, far right column) and showed strong overlap with sites detected in cultured follicles using a different FOXL2 antibody (Supplementary Fig. 1) (Georges *et al.* 2014). Binding was weaker in intact ovaries than cultured cells, either because this antibody has lower affinity or because the cells expressing FOXL2 are a minority of cells present in the intact ovary, resulting in a lower signal to noise ratio. However, it appears that both antibodies detect binding to the same suite of DNA elements in ovarian cells. Second, we considered that the antibody may not only bind FOXL2 but also cross-react with another protein expressed in testes. This possibility appears likely, as there was low overlap between sites bound in wild-type testes and those bound in ovaries or cultured granulosa cells (Fig. 2c;Supplementary Fig. 1). Also, the sites bound strongly in testes and weakly in ovaries or mutant XY gonads were not enriched for the FOXL2-binding motif and instead were enriched for a string of A/T basepairs (Supplementary Fig. 2). We therefore conclude that FOXL2 has similar binding in ovaries and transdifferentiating mutant XY gonads, but that the antibody likely also crossreacts with a second unidentified protein that is more detectable in *Dmrt1* heterozygous testes in the absence of FOXL2 expression.

### Feminizing transcription factors bind common regulatory elements

ESR2, LRH1, and FOXL2 all help drive transdifferentiation in *Dmrt1* mutant XY gonads (Minkina *et al.* 2014; Agrimson *et al.* 2022). A key question is whether they do so by binding to distinct or overlapping sets of regulatory elements. Both ESR2 and LRH1 recognize the sequence AGGTCA in the major groove, although ESR2 binds as an inverted dimer while LRH1 binds as a monomer to an extended half-site (Schwabe *et al.* 1993; Fayard *et al.* 2003). We found that ESR2 and LRH1 have substantially overlapping binding in P28 *Dmrt1^−/−^* XY gonads, with 1,612 bound by both proteins, vs 3,241 bound only by ESR2 and 5,731 bound only by LRH1 (Fig. 2d;Supplementary Table 2). Thus, about one-third of ESR2 sites also are bound by LRH1 and about one-fifth of LRH1 sites also are bound by ESR2. An example of binding by ESR2 and LRH1 at the sex steroid regulator *Hsd17b1* is shown in Fig. 2e. FOXL2 showed less binding overlap with ESR2 and LRH1. Of 2,047 sites bound by FOXL2 in the mutant XY gonad, only 184 also were bound by ESR2 and 289 were bound by LRH1. We conclude that ESR2 and LRH1 bind to an overlapping set of regulatory elements and may cooperate in some manner to regulate target genes, while FOXL2 appears to bind a mostly distinct set of elements.

### DMRT1 regulates sex-biased mRNA expression in neonatal Sertoli cells

Previous analyses of transdifferentiation triggered by *Dmrt1* loss have analyzed adult gonads or relied on limited protein markers (Matson *et al.* 2011; Minkina *et al.* 2014). To better understand the onset of the process we therefore examined isolated juvenile Sertoli cells. 

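Isolated Sertoli cells of P7 mice gave 3 libraries of *Dmrt1-/-* cells, in which *Dmrt1* was deleted by *Dhh-Cre*, and 3 of control cells, labelled wild-type in the table of counts and heterozygous in the paper. *Dmrt1* stood at 207 ± 54.3 CPM (SD, n = 3) in control cells and 28.4 ± 8.58 in mutant cells (log2 fold change -2.87, standard error 0.268, adjusted p = 0.00146 from edgeR's quasi-likelihood test). Control libraries held 5945182 to 7912769 counts (median 6767733) and mutant libraries 5043838 to 8965797 counts (median 5292344), as raw counts per gene made by the authors with the same mapping and counting as for the gonads. The 6 libraries were fitted on their own and 14013 genes were tested. In counts simulated for this comparison the test recovered 76 of 100 genes changed 3-fold and 93 of 100 changed 6-fold.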

We first examined gene expression by RNA-seq comparison of *Dmrt1* heterozygous and homozygous mutant isolated P7 Sertoli cells. We identified 426 down regulated genes and 512 upregulated genes with a greater than 2-fold change and a Benjamini–Hochberg adjusted *P*-value below 0.05 (Supplementary Table 1). 

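*Islr2*, which encodes a leucine-rich membrane protein, fell in mutant cells (log2 fold change -7.41, standard error 0.490, adjusted p = 5.0e-04 from edgeR's quasi-likelihood test), as did *Clec12b*, a C-type lectin (-6.61), *Tbc1d30*, a regulator of Rab proteins (-6.06), and *Tox*, a chromatin protein (-5.87). *Etd*, a small X-linked gene of Sertoli cells, was at a ratio of 0.00352 (95% counting interval 4.3e-04 to 0.0128) to control cells. On the other side, *Bhlhe22*, a transcription factor, rose by 4.76 on the log2 scale, and *Inpp5j*, a phosphatase of inositol lipids, by 4.42. *Fgfr2*, a receptor for fibroblast growth factors, had a log2 fold change of 2.00. In all, 359 genes were higher and 280 lower in mutant cells, with 3003 at an unadjusted p below 0.05. The number rested on single libraries, from 279 genes without mutant replicate 3 to 989 without control replicate 2, with 307, 412 and 414 without control replicate 3, mutant replicate 2 and control replicate 1. The P7 sheet of Supplementary Table 1 lists 938 genes, of which 911 were tested here, all with the paper's sign, and 612 were among the genes differentially expressed here.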

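*Foxl2* rose in the mutant Sertoli cells, from 0.215 ± 0.190 to 19.7 ± 9.70 CPM (SD, n = 3; log2 fold change 6.28, standard error 0.649, adjusted p = 0.00189 from edgeR's quasi-likelihood test). *Zfp521*, a zinc finger factor that the P7 sheet of Supplementary Table 1 marks as unchanged between the sexes (log2 fold change 4.19, standard error 0.401, adjusted p = 0.00157), and *Wnt4*, the ovary-determining ligand (log2 fold change 3.69, standard error 0.593, adjusted p = 0.0105), rose with it. Of the tight junction genes, *Ocln* fell (log2 fold change -4.61, standard error 0.245, adjusted p = 4.0e-04), and so did *Cldn11*, the main claudin of Sertoli cells (log2 fold change -2.52, standard error 0.314, adjusted p = 0.00403), *Jam3* (-1.34) and *Marveld2* (-1.34), both at cell contacts. *Gja1*, a gap junction connexin (-1.54), *Fshr* (-1.50), *Aard* (-1.70) and *Nr0b1*, a nuclear receptor of Sertoli cells (-1.53), were lower too. *Sox9* stood at -0.33 (adjusted p = 0.521) and *Sox8* at 0.31 (adjusted p = 0.262). Of 27 Sertoli cell markers 0 were higher and 7 lower (0 and 8 over the list alone) (median -0.35; camera adjusted p = 1.4e-07, and adjusted p = 0.0572 with an estimated correlation). Of 16 tight junction and blood-testis barrier genes 0 were higher and 5 lower (the same over the list alone) (median -0.46; camera adjusted p = 1.6e-05, and adjusted p = 0.0572 with an estimated correlation). Of 19 granulosa and ovary-determining genes 3 were higher and 1 lower (8 and 4 over the list alone) (median 0.58; camera adjusted p = 0.00168, and adjusted p = 0.213 with an estimated correlation). *Wnt4* no longer passed without mutant replicate 3 (3.70) or control replicate 3 (3.49), nor did *Marveld2* without control replicate 3 (-1.29).

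**Figure D3:**
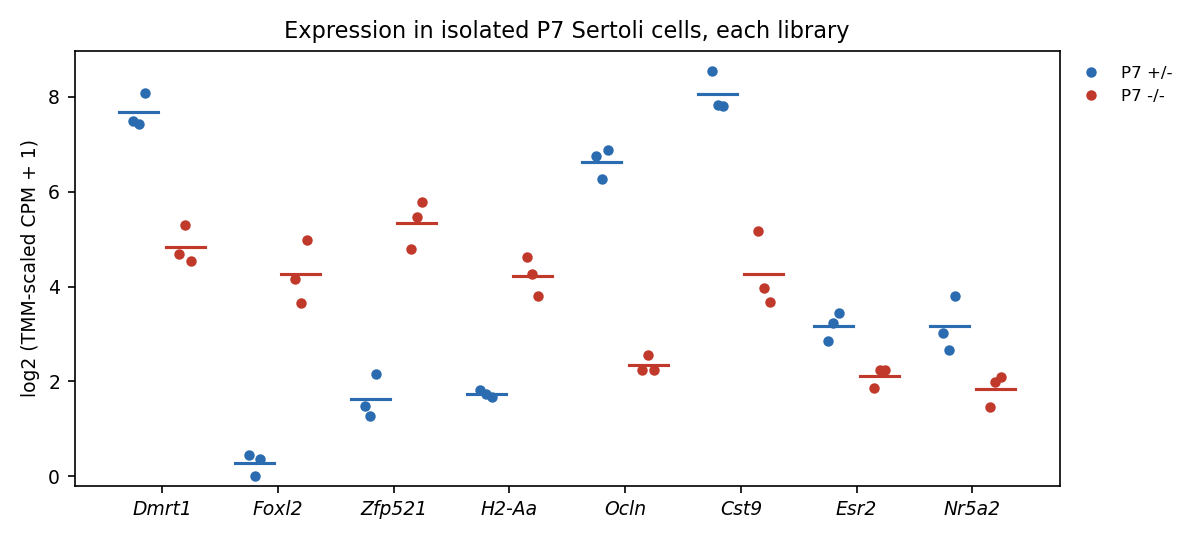
Log2 of TMM-scaled CPM plus 1 for 8 genes in each P7 Sertoli cell library (points), with a bar at the mean of each genotype. *Foxl2*, *Zfp521* and *H2-Aa* lie higher and *Ocln* and *Cst9* lower in all 3 mutant libraries than in all 3 control libraries.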

Strikingly, even at this early stage, misexpressed mRNAs included many previously shown to be Sertoli- or granulosa-biased (Fig. 3). Among these, most of the male-biased mRNAs showed reduced expression in mutant cells and most of the female-biased mRNAs showed elevated expression, indicating that sexual transdifferentiation is under way by the end of the first postnatal week. 

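The P7 sheet of Supplementary Table 1 marks the sex bias of each gene it lists, and 214 Sertoli-biased and 96 granulosa-biased genes of that sheet were tested here. Of the Sertoli-biased genes, 25 were higher and 135 lower, with a median log2 fold change of -1.54 (36 and 178 over the list alone). Of the granulosa-biased genes, 55 were higher and 9 lower, with a median of 1.66 (80 and 15 over the list alone). A list the study chose on these samples is not independent evidence. With mutant replicate 3 left out, 89 Sertoli-biased genes were lower and 21 granulosa-biased genes higher, and the second number was 33 without mutant replicate 2, 33 without control replicate 1 and 28 without control replicate 3. *Bambi*, an inhibitor of activin and BMP signaling, had a log2 fold change of -2.07. Of 13 genes of inhibin, activin, FSH and AMH signaling 0 were higher and 2 lower (the same over the list alone). Of 12 Leydig and steroidogenic genes 2 were higher and 1 lower (4 and 1 over the list alone). Of 16 genes of undifferentiated spermatogonia 0 were higher and 0 lower (0 and 9 over the list alone) (median -1.07; camera adjusted p = 2.9e-04, and adjusted p = 0.376 with an estimated correlation), and of 11 spermatid genes 0 were higher and 0 lower (the same over the list alone) (median 0.36; camera adjusted p = 0.138, and adjusted p = 0.584 with an estimated correlation). Of 12 genes of differentiating spermatogonia 0 were higher and 4 lower (the same over the list alone) (median -0.90; camera adjusted p = 6.9e-04, and adjusted p = 0.235 with an estimated correlation), and without mutant replicate 3 none of the 4 passed. *Uchl1*, a ubiquitin hydrolase, is among them (-1.34, and -1.35 without that library). So is *Mael* (-1.35), which the sheet counts as Sertoli-biased and which did not pass without mutant replicate 1 (-1.27) or 3 (-1.27) or control replicate 1 (-1.29) or 3 (-1.19). Of 12 interstitial fibroblast and stromal genes 0 were higher and 0 lower (the same over the list alone) (median 0.99; camera adjusted p = 0.0254, and adjusted p = 0.524 with an estimated correlation). Such transcripts were uneven between libraries. In replicates 1, 2 and 3, *Col3a1* stood at 24.1, 75.3 and 21.8 CPM in mutant and 1.31, 31.3 and 2.16 in control cells. *Tcf21* stood at 3.72, 15.7 and 5.35 against 0.358, 30.2 and 1.01, so it was lower in mutant replicate 2. The count of 0 thus does not exclude more stromal cells in the mutant preparations, and their part in the higher genes was not tested. From the direction of the sex-biased transcripts, the paper concludes that transdifferentiation is under way by the end of the first week after birth.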

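*Esr2* and *Nr5a2* were both expressed in control Sertoli cells at P7, at 8.12 ± 1.81 and 8.48 ± 3.98 CPM (SD, n = 3). In mutant cells *Esr2* stood at 3.35 ± 0.631 CPM (log2 fold change -1.28, standard error 0.337, adjusted p = 0.0632 from edgeR's quasi-likelihood test), and *Nr5a2* at 2.66 ± 0.809 CPM (log2 fold change -1.70, standard error 0.444, adjusted p = 0.0628). Neither passed the adjusted threshold in this fit. Both passed it under DESeq2 (log2 fold changes -1.29 and -1.70, adjusted p = 0.0330 and adjusted p = 0.0115) and under edgeR without a filter on low counts (-1.30 and -1.72), and *Nr5a2* also without control replicate 2 (-1.96).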

*Esr2* and *Lrh1* were 2 sex regulators that behaved differently at this early stage. These genes are important regulators of granulosa development that promote male-to-female transdifferentiation (Minkina *et al.* 2014; Agrimson *et al.* 2022). Both mRNAs are strongly elevated in P28 *Dmrt1* mutant XY gonads (Fig. 1b) (Matson *et al.* 2011), but both were reduced in P7 mutant Sertoli cells (Fig. 3). This result likely reflects the roles that *Esr2* and *Lrh1* play in differentiation of juvenile Sertoli cells before they become strongly female-biased and regulate granulosa cell differentiation and function (Macheroni *et al.* 2020; Agrimson *et al.* 2022).

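The effect of the null genotype on *Esr2* differed between P28 gonads and P7 Sertoli cells (log2 difference 7.32, standard error 0.609, adjusted p = 3.8e-10 from edgeR's quasi-likelihood test of the difference between the effects), and so did that on *Nr5a2* (log2 difference 7.48, standard error 0.505, adjusted p = 1.4e-11). *Hsd17b1*, whose product makes estradiol, went the same way (log2 difference 5.48, standard error 0.575, adjusted p = 1.8e-08), and stood at 0.20 in the P7 cells (adjusted p = 0.604). For *Foxl2*, raised at both ages, the difference was 2.09 (adjusted p = 0.0868), and it passed the threshold without P28 *Dmrt1+/-* replicate 1 (2.74), P28 *Dmrt1-/-* replicate 1 (2.43), P7 mutant replicate 3 (2.51) or P7 control replicate 2 (2.53). The test used all 30 libraries and compared each *Dmrt1-/-* group with its own control, *Dmrt1+/-* testes at P28. Age and tissue change together in it, since whole gonads were taken at P28 and isolated Sertoli cells at P7.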

**Fig. 3.**
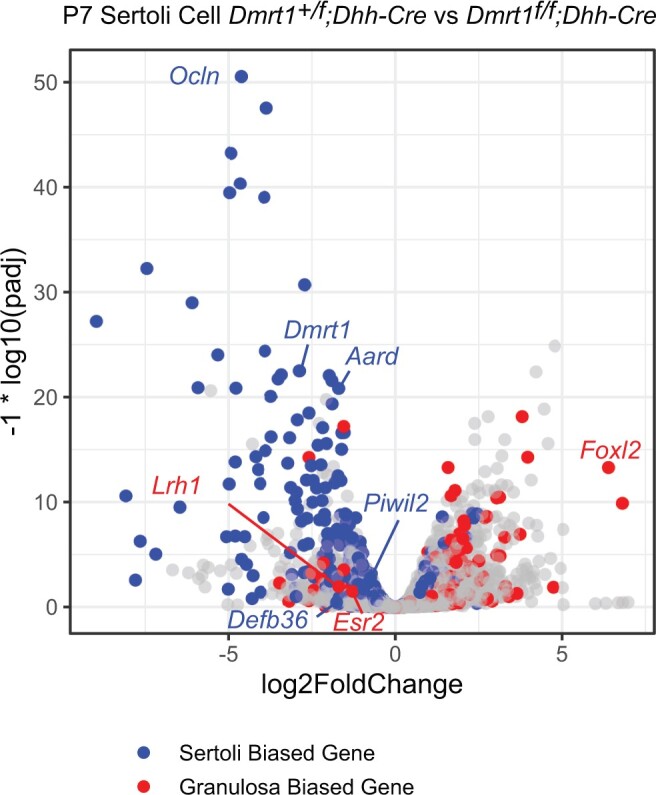
Gene expression changes in P7 *Dmrt1* mutant Sertoli cells. Volcano plot showing mRNAs misexpressed in *Dmrt1* mutant P7 Sertoli cells. mRNAs with sex-biased expression from Lindeman *et al.* (2021) are colored blue (Sertoli-biased) or red (granulosa-biased).

### DMRT1 regulates sex-biased chromatin conformation in juvenile Sertoli cells

Sex-biased genes are associated with chromatin regions that are found in active “A” compartments or inactive “B” compartments corresponding to the sex in which they are more highly expressed (Garcia-Moreno *et al.* 2019; Lindeman *et al.* 2021). 

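Chromatin contacts of P7 *Dmrt1-/-* Sertoli cells were read from the authors' list of enriched Hi-C interactions, made from 2 replicates. The authors prepared the libraries with the Arima kit, mapped them to GRCm38 (mm10) with HiC-Pro, built contact matrices with cooler and called the interactions with cooltools on 10 kb bins. The list gives the positions of both anchors of each interaction and holds no score, so interactions could not be ranked or filtered here. It holds 4291 interactions on 20 chromosomes, with 7225 distinct anchors, and the anchors of 1 interaction lie 120 to 1890 kb apart (median 240 kb). Interactions of control cells and the compartment tracks were not analysed here, so no value compares contacts between genotypes.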

To identify possible regulatory foci of DMRT1, we used Hi-C to identify 3D chromatin interactions and asked whether DMRT1 is required to maintain A or B compartments at the onset of transdifferentiation. 

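*Ocln*, on chromosome 13 from 100496507 to 100552718 of GRCm38, encodes occludin of the blood-testis barrier and stood at 100.0 ± 21.2 CPM in control and 4.11 ± 0.697 in mutant Sertoli cells (SD, n = 3). *Cst9*, a cystatin of Sertoli cells on chromosome 2 from 148835147 to 148838738, fell from 274 ± 85.3 to 20.4 ± 12.6 CPM (log2 fold change -3.72, standard error 0.425, adjusted p = 0.00279 from edgeR's quasi-likelihood test). Its neighbors *Cst12*, from 148789361 to 148793546, and *Cstdc1*, from 148782009 to 148785937, are cystatin genes too and did not pass the threshold (log2 fold change -0.32, adjusted p = 0.844, and log2 fold change -1.19, adjusted p = 0.346). The value of *Cst12* ran from -1.81 to 0.67 when single libraries were left out. *Zfp521*, on chromosome 18 from 13687013 to 13972787, stood at 2.22 ± 1.08 CPM in control and 41.2 ± 13.8 in mutant cells. Of 8 genes of the cystatin cluster tested 0 were higher and 1 lower (the same over the list alone), and of 6 genes around *Ocln* 0 were higher and 2 lower (the same over the list alone).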

In isolated P7 Sertoli cells we found DMRT1-dependent transitions between the compartment types (A to B or vice versa) in *Dmrt1* mutant XY gonads for 44 downregulated and 37 upregulated genes, including the male-biased genes *Ocln*, *Cst9*, *Cst12*, and *Cstdc1* (Fig. 4) and the female-biased gene *Zpf521* (Supplementary Fig. 3). These data suggest that DMRT1 likely maintains male sexual cell fate in part by directly or indirectly maintaining appropriate chromatin status, both active and inactive, and they identify a set of potential regulatory elements likely to play a pivotal early role in sex maintenance and transdifferentiation.

**Fig. 4.**
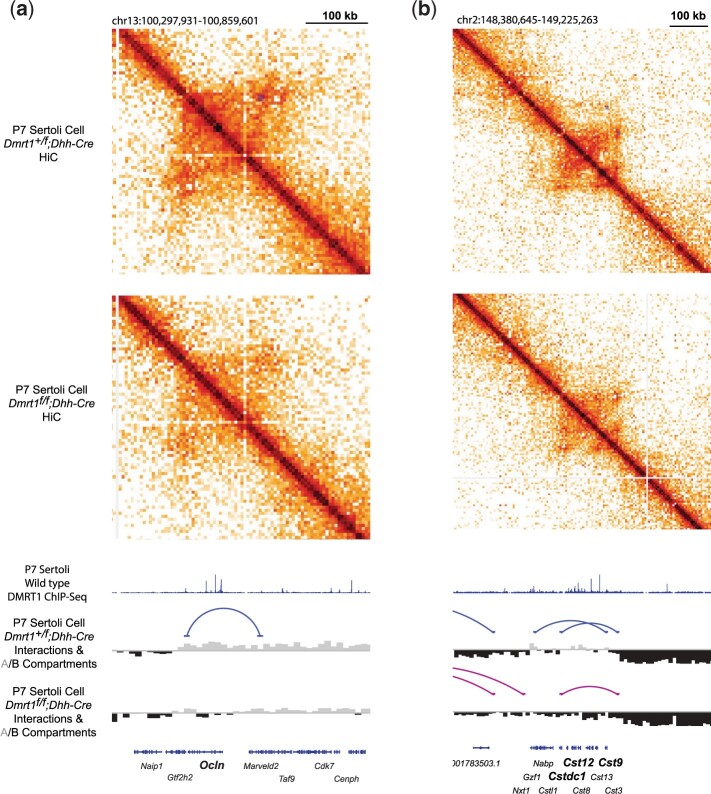
Altered three-dimensional genome organization in P7 *Dmrt1* mutant Sertoli cells. HiC contact maps (top) and one-dimensional tracks for two regions surrounding the male-biased genes *Ocln* (a) and *Cst9*, *Cst12*, and *Cstdc1* (b). Enriched off-diagonal contacts for wild-type or mutant Sertoli cells using 10 kb binning of the contact maps are shown in top panels. One-dimensional representations of the enriched off-diagonal contacts, A/B compartments calculated from the eigenvalues of the interaction matrix, and DMRT1 ChIP-seq data as well as genomic features are shown in the tracks in the bottom panels.

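*Cstdc1*, *Cst12* and *Cst9* lie within the loop of 1 enriched interaction of *Dmrt1-/-* cells, which joins chromosome 2 148750001 to 148760000 with 148900001 to 148910000, 150 kb apart. Its first anchor overlaps *Cstl1*, another gene of the cystatin family. None of the 3 genes holds an anchor itself, and the nearest anchors lie 22.0 kb from *Cstdc1*, 29.4 kb from *Cst12* and 61.3 kb from *Cst9*. Around *Ocln*, no enriched interaction has an anchor in the window of the figure, and the nearest anchor lies 337 kb away. Of interactions with 1 anchor or both in the cystatin window there are 4, and around *Zfp521*, 917 kb from its nearest anchor, there is 1, which joins *Taf4b* and *Kctd1*.

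**Figure D4:**
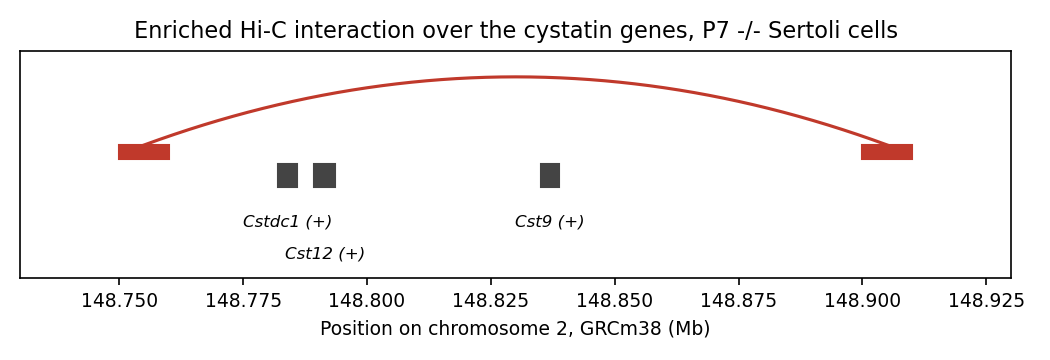
Positions of *Cstdc1*, *Cst12* and *Cst9* on chromosome 2 (GRCm38, Mb) and the 1 enriched Hi-C interaction that spans them in P7 *Dmrt1-/-* Sertoli cells, drawn as an arc between its 2 anchors. The anchors lie 150 kb apart and outside the 3 genes.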

### R111G allele of *Dmrt1* has a dominant testis phenotype

In humans, deletions and microdeletions affecting DMRT1 are associated with defects in testicular differentiation including complete gonadal dysgenesis in XY individuals (Zarkower and Murphy 2021). The human *DMRT1^R111G^* point mutation alters a conserved residue in DMRT1 that plays a central role in DNA binding and it is associated with dominant XY complete gonadal dysgenesis, resulting in male-to-female sex reversal (Murphy *et al.* 2015). We showed previously that DMRT1^R111G^ protein can alter the stoichiometry of DNA binding by wild-type DMRT1, potentially helping explain the dominant in vivo phenotype of the mutation (Murphy *et al.* 2015). To further investigate the effects of the R111G mutation, we used the CRISPR/Cas9 system to generate mice carrying this missense mutation in *Dmrt1*.

We found that *Dmrt1^R111G^*^/+^ XY mice are phenotypically male but are infertile and show dominant defects in testis differentiation, resulting in hypoplastic adult testes (Fig. 5a). XX heterozygotes are fertile and were used to propagate the strain. Staining of XY gonads with hematoxylin and eosin (H&E) showed that seminiferous tubule size and germ cell abundance appeared normal from birth to P10 but germ cells were severely depleted from P23 onward (Fig. 5b–d). To examine this phenotype more closely we performed IF staining for the Sertoli cell marker SOX9 and the germ cell marker TRA98 (Fig. 6). Consistent with the H&E staining, IF showed apparently normal tubules at P5 and P10 (Fig. 6a and b) but depletion of differentiating germ cells in *Dmrt1^R111G^*^/+^ testes by P23 (Fig. 6c), with only small numbers of spermatogonia present in adult testes (Fig. 6d). These data suggest that *Dmrt1^R111G^*^/+^ testes have a defect in spermatogonial differentiation, meiosis, or both.

**Fig. 5.**
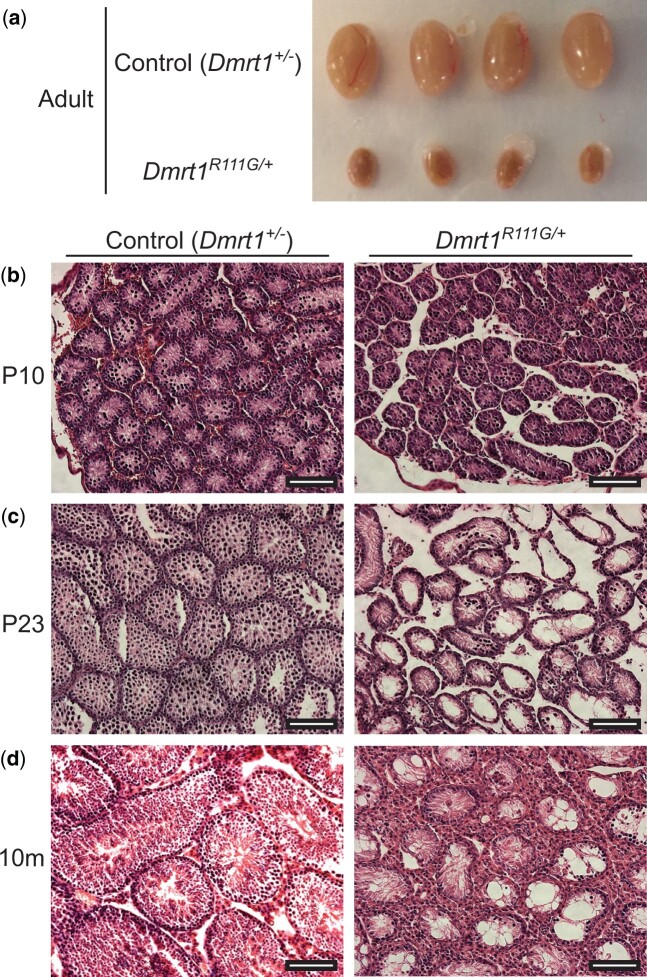
Histology of *Dmrt1^R111G/+^* XY gonads (a) Intact gonads from adult control (*Dmrt1^+/−^*) XY testes and *Dmrt1^R111G/+^* XY testes. (b–d) Hematoxylin/eosin (H&E) staining of sections from control and *Dmrt1^R111G/+^* XY testes at indicated ages. Scale bars: 100 µm.

**Fig. 6.**
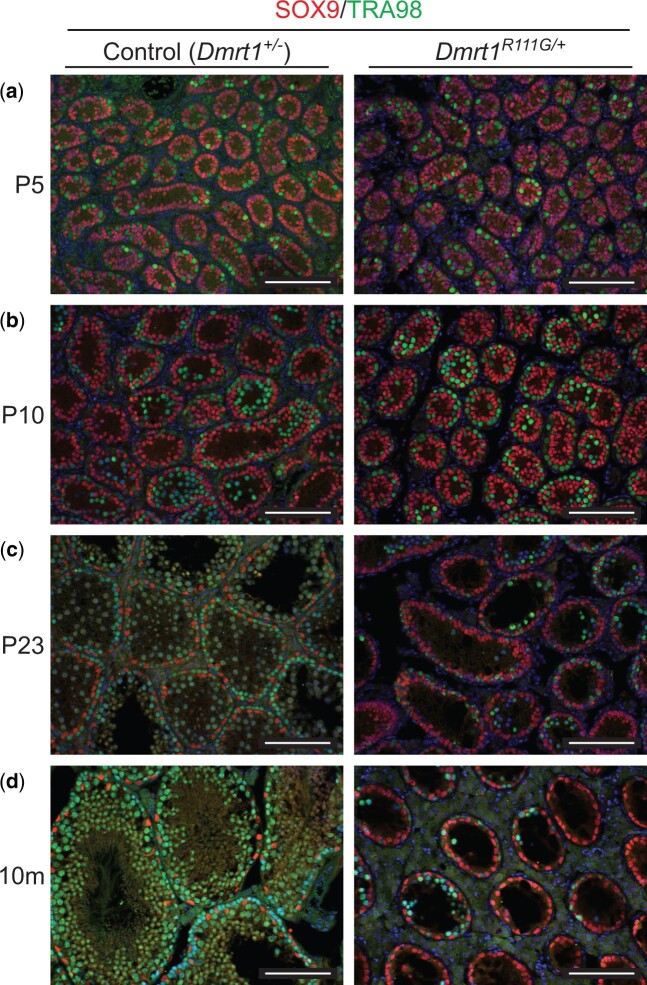
IF analysis of *Dmrt1^R111G/+^* XY gonads. (a–d) IF of sectioned control (*Dmrt1^+/−^*) XY testes and *Dmrt1^R111G/+^* XY testes at indicated ages, stained for Sertoli marker SOX9 (red) and germ cell marker TRA98 (green). Scale bars: 100 µm.

Sertoli cells normally form tight junctions during puberty to create the blood–testis barrier (BTB), which is required for the survival of meiotic and postmeiotic germ cells (Kaur *et al.* 2014). Because *Dmrt1^R111G^*^/+^ adult testes have spermatogonia but not more advanced germ cells, we asked whether the BTB was disrupted. We tested BTB integrity by interstitial injection of biotin at 3.5, 16, and 20 weeks. As expected, all tubules in control testes efficiently excluded biotin, but virtually all tubules in the *Dmrt1^R111G^*^/+^ testes were highly biotin-permeable at all ages tested (100% of tubules permeable at 20 weeks, *n* = 50; Fig. 7). From this result we conclude that a defective BTB, due to incomplete Sertoli cell differentiation, is likely to contribute to germ cell deficiency in *Dmrt1^R111G^*^/+^ testes.

**Fig. 7.**
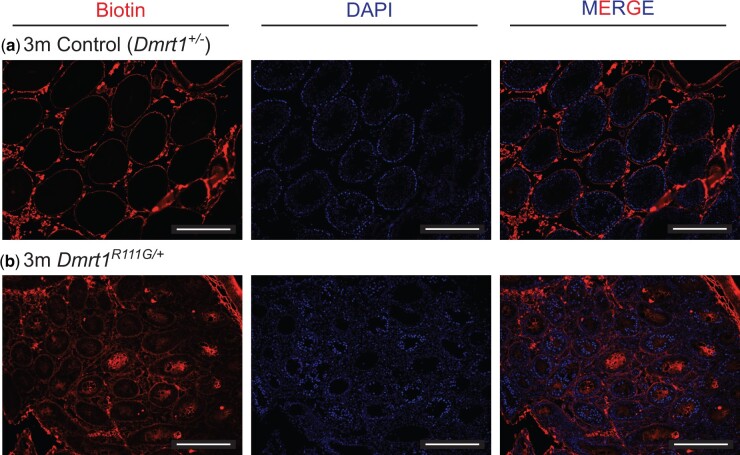
Blood–testis barrier defects in *Dmrt1^R111G/+^* XY gonads. Fluorescence images of sectioned 5-month control (*Dmrt1^+/−^*) XY testis (a) and *Dmrt1^R111G/+^* XY testis (b) injected with biotin and stained with fluorescent streptavidin (red) and DAPI (blue). Scale bars: 100 µm.

### *Dmrt1^R111G^* disrupts the hypothalamic–pituitary–gonadal axis

To learn more about broader effects of *Dmrt1* mutations, we examined hormone signaling in 6 wild-type adult males and twelve males each that were heterozygous for the null allele, homozygous for the null allele, or heterozygous for R111G (Fig. 8). Sertoli cells respond to FSH from the anterior pituitary and signal back with inhibin. Leydig cells respond to LH from the anterior pituitary and produce testosterone, which signals to Sertoli cells and also back to the pituitary and hypothalamus. Although testes of *Dmrt1^-/+^* XY animals appear phenotypically normal and they are fully fertile males, we did detect minor differences in hypothalamic–pituitary–gonadal (HPG) axis signaling, suggesting that loss of *Dmrt1* may be very weakly haploinsufficient. In particular, while gonadal and serum testosterone levels were not significantly different from wild-type (Fig. 8a and b), serum LH was reduced and serum FSH was slightly elevated (Fig. 8c and d), suggesting an effect on HPG axis signaling. Serum inhibin B was normal, however, suggesting functional Sertoli cell feedback (Fig. 8e). In contrast, *Dmrt1^−/−^* XY animals had severely reduced serum and gonadal testosterone levels, consistent with their hypovirilization (Fig. 8a and b). Serum FSH and LH were both severely reduced in *Dmrt1^−/−^* XY animals, possibly as a result of highly elevated inhibin B (Fig. 8e). The low LH level in null mutant XY animals would be expected to reduce androgen production in Leydig cells and may help explain the reduced testosterone levels we observed. Hormonal signaling also was significantly disrupted in *Dmrt1^R111G^*^/+^ XY animals, but differently from that of null mutants. Serum and gonadal testosterone levels were normal, as was serum LH, indicating normal Leydig cell function (Fig. 8a–c). However, FSH was elevated more than 2-fold, possibly due to a 2-fold reduction in inhibin B (Fig. 8d and e). In summary, both the *Dmrt1* null allele and the R111G mutation disrupt HPG signaling but R111G has a strong dominant phenotype that affects Sertoli cell inhibin B signaling and FSH levels in the opposite direction to that of the null mutation.

**Fig. 8.**
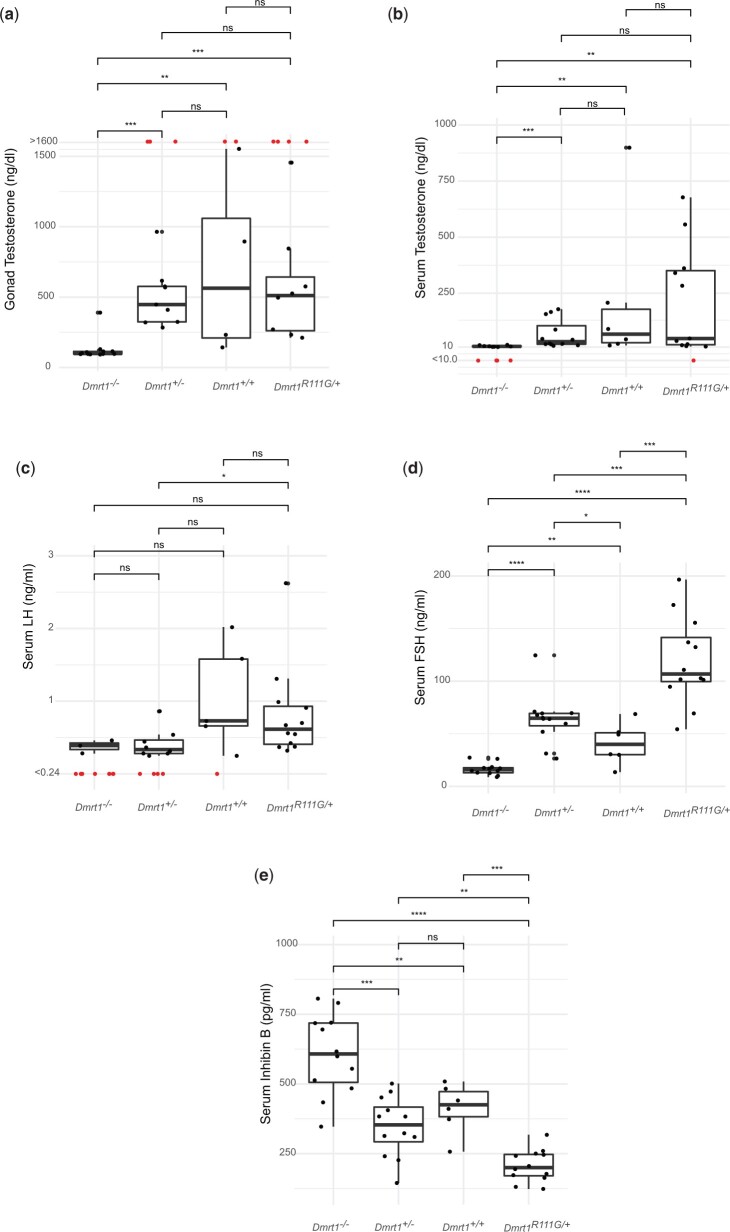
Dmrt1 mutations disrupt the HPG axis. Box plots show individual values, mean, and SD for hormone levels in *Dmrt1^−/−^* (*N* = 12), *Dmrt1^+/−^* (*N* = 12), *Dmrt1^+/+^* (*N* = 6), and *Dmrt1^R111G/+^* (*N* = 12) XY animals. Hormones assayed were gonadal testosterone (a), serum testosterone (b), serum LH (c), serum FSH (d), and serum inhibin B (e). Statistical significance (Mann–Whitney test) is indicated: ns, *P* > 0.05; *, *P* ≤ 0.05; **, *P* ≤ 0.01; ***, *P* ≤ 0.001; ****, *P* ≤ 0.0001. Values above or below the assay threshold are shown in red and were not included in statistical analysis.

### *Dmrt1^R111G^* causes dominant transcriptome feminization

The dominant testis phenotype of the *Dmrt1^R111G^* allele and the dominant effect of DMRT1^R111G^ protein on DNA binding in vitro (Murphy *et al.* 2015) both suggest that *R111G* is a neomorphic allele rather than a strict loss-of-function allele. To further investigate this possibility we first performed mRNA profiling, asking whether *Dmrt1^R111G^*^/+^ affects the transcriptome similarly to *Dmrt1* loss of function or has distinct characteristics. 

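Gonads of P3 mice gave 3 libraries each of *Dmrt1+/-*, *Dmrt1-/-*, *Dmrt1 R111G/+* and *Dmrt1 R111G/-* genotype, and *Dmrt1 R111G/+* gonads of P28 gave 3 more. *Dmrt1* stood at 72.0 ± 15.3 CPM (SD, n = 3) in P3 *Dmrt1+/-* gonads, 2.96 ± 0.664 in *Dmrt1-/-*, 67.0 ± 11.9 in *Dmrt1 R111G/-* and 134 ± 21.3 in *Dmrt1 R111G/+* gonads, and at 60.8 ± 13.9 CPM in P28 *Dmrt1 R111G/+* gonads. A point mutation leaves the counted gene in place, so these levels do not check the R111G label itself. The P3 libraries held 7035359 to 8053869 counts (median 7280671), 7815162 to 8643604 counts (median 7984373), 7423871 to 8249264 counts (median 7842387) and 8476708 to 9101672 counts (median 8939013), in the order *Dmrt1+/-*, *Dmrt1-/-*, *Dmrt1 R111G/-* and *Dmrt1 R111G/+*, and the P28 *Dmrt1 R111G/+* libraries 9834985 to 12792811 counts (median 11495367). The counts are the authors' raw counts per gene, and the P3 libraries were filtered, scaled and fitted together as at P28, with 15837 genes tested. In counts simulated for *Dmrt1 R111G/+* against *Dmrt1+/-* gonads, the test recovered 75 of 100 genes changed 3-fold and 91 of 100 changed 6-fold at P3 and 62 of 100 genes changed 3-fold and 83 of 100 changed 6-fold at P28.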

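*Rarres1*, a retinoid-responsive membrane protein, fell in P3 *Dmrt1-/-* gonads against *Dmrt1+/-* gonads (log2 fold change -4.71, standard error 0.216, adjusted p = 1.8e-07 from edgeR's quasi-likelihood test), and so did *Clec12b* (-5.43) and *Islr2* (-3.77). The Sertoli cell genes *Cst9* (-2.77), *Ocln* (-2.27) and *Fshr* (-1.55) were lower. *Gfra1*, a receptor chain for GDNF on spermatogonial stem cells (-2.66), and *Bcl6b*, a factor of those cells (-1.34), were lower as well. *Prox1*, a homeobox transcription factor, rose (log2 fold change 2.16, standard error 0.281, adjusted p = 0.00260). Without *Dmrt1-/-* replicate 1 *Cst9* and *Gfra1* no longer passed (-2.54 and -2.68), nor did *Cst9* without replicate 3 (-2.51), *Gfra1* without replicate 2 (-2.51) or *Ocln* in a fit of the 2 groups alone (-2.27). *Foxl2* stood at 1.05 (adjusted p = 0.467). Of 29 Sertoli cell markers 0 were higher and 6 lower (the same over the list alone) (median -0.15; camera adjusted p = 8.6e-06, and adjusted p = 0.0162 with an estimated correlation), and without *Dmrt1-/-* replicate 1 or replicate 3 there were 2 or 3 lower. Of 17 genes of undifferentiated spermatogonia 0 were higher and 4 lower (0 and 5 over the list alone) (camera adjusted p = 5.5e-06, and adjusted p = 0.275 with an estimated correlation). In all 32 genes were higher and 49 lower, and without *Dmrt1-/-* replicate 1, *Dmrt1-/-* replicate 3 or *Dmrt1+/-* replicate 3 there were 36, 49 or 53 in all.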

To find any very early changes we examined P3 as well as P28 (Supplementary Table 1). 

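In P3 *Dmrt1 R111G/+* gonads, *Kcnc4*, a potassium channel, was higher than in *Dmrt1+/-* gonads (log2 fold change 3.06, standard error 0.492, adjusted p = 0.0216 from edgeR's quasi-likelihood test), with *Prox1* (1.89). *Gldn*, a cell adhesion protein, was lower (log2 fold change -4.86, standard error 0.762, adjusted p = 0.0187), with *Ky*, a muscle protein (-3.41). Without *Dmrt1 R111G/+* replicate 1 none of the 4 passed (3.12, 1.82, -4.84 and -3.19). Without *Dmrt1+/-* replicate 1 or 3 only *Ky* did, and without *Dmrt1 R111G/+* replicate 3 only *Prox1*. Without *Dmrt1 R111G/+* replicate 2 all but *Gldn* passed, and without *Dmrt1+/-* replicate 2 all but *Kcnc4*. *Dmrt1* stood at 0.90 (adjusted p = 0.0549), and passed without *Dmrt1+/-* replicate 2 (1.06). In all 13 genes were higher and 8 lower, and 913 genes had an unadjusted p below 0.05. Another split of the same 6 libraries, *Dmrt1+/-* replicates 1 and 3 with *Dmrt1 R111G/+* replicate 2, called 65 genes. Without *Dmrt1 R111G/+* replicate 3 there were 8 genes, without *Dmrt1 R111G/+* replicate 1 9, without *Dmrt1+/-* replicates 1 and 3 in turn 11 and 12, and without *Dmrt1+/-* replicate 2 37. The *Dmrt1-/-* and *Dmrt1 R111G/+* calls shared 5 genes, 3 in the same and 2 in opposite directions. Both comparisons use the same *Dmrt1+/-* libraries, and the correlation of their fold changes was 0.0745 (covariance 0.0119), below the 0.513 (covariance 0.0486) in 20 simulated sets without change. In a PCA of the 24 gonad libraries of P3 and P28, PC1 held 82.1% of the variance and PC2 7.71%. The 12 P3 libraries lay from 133 to 150.0 on PC1 and from -42.2 to -26.3 on PC2, with overlapping ranges of the 4 genotypes, and wild-type gonads of P3 were not among them.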

At P3, wild-type, *Dmrt1^-/+^*, *Dmrt1^−/−^*, and *Dmrt1^R111G/+^* XY gonads clustered tightly together in PCA, indicating only minor differences in gene expression (Fig. 9a). At P28, however, major changes were evident. Wild-type P28 XX ovaries were located close to P3 XY gonads in PC1, which accounted for 71% of variance, but separated in PC2, which accounted for 8% of variance (Fig. 9a). Wild-type and *Dmrt1^-/+^* P28 XY gonads were widely separated from wild-type ovaries in both PC1 and PC2, while *Dmrt1^−/−^* P28 XY gonads clustered close to wild-type ovaries. 

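At P28, *Dazl* stood at 539 ± 92.5 CPM in *Dmrt1+/-* testes and 1.77 ± 0.893 in *Dmrt1-/-* gonads (SD, n = 3), and *Sycp1* at 159.6 ± 15.3 and 0.411 ± 0.0205. On PC1 of the 24 P3 and P28 libraries, P28 wild-type testes lay from -315 to -306 and *Dmrt1+/-* testes from -293 to -219. The *Dmrt1-/-* gonads lay from 111.3 to 113.7 on PC1, and from 121 to 128 on PC2, where the testes lay from -34.9 to 4.69. Ovaries were not part of this PCA.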

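*Prm2*, a protamine that packs sperm DNA, stood lower in P28 *Dmrt1 R111G/+* gonads than in testes, with 94.9 ± 10.8 CPM against 2327 ± 1396 in *Dmrt1+/-* testes (SD, n = 3). Placed on the line from the mean of the *Dmrt1+/-* testes (0) to the mean of the *Dmrt1-/-* gonads (1), the *Dmrt1 R111G/+* gonads lay at 0.425 ± 0.104 (SD, n = 3), with the 3 libraries at 0.544, 0.381 and 0.349. Every *Dmrt1 R111G/+* gonad lay above every *Dmrt1+/-* testis, whose replicate 3 lay at 0.110, and below every *Dmrt1-/-* gonad (exact two-sided permutation test, p = 0.1 for each comparison, the smallest that 3 libraries against 3 allow). Spermatid and spermatocyte genes also fall toward the *Dmrt1-/-* end of this line. A position on it therefore does not measure feminization apart from the loss of germ cell transcripts. On PC1 and PC2 of the P3 and P28 libraries together, the *Dmrt1 R111G/+* gonads lay from -128 to -53.8 and from 46.0 to 78.7. Against *Dmrt1-/-* gonads, *Dmrt1 R111G/+* gonads were higher in *Sycp1* (log2 fold change 7.78, standard error 0.228, adjusted p = 4.9e-10 from edgeR's quasi-likelihood test) and *Tssk1* (4.74). They were also higher in *Insl3*, the peptide hormone of Leydig cells, by 6.80 on the log2 scale. They were lower in *Foxl2* (-9.07), *Igfbp5* (-7.40) and *Esr2* (-2.36). In all, 5777 genes were higher and 2125 lower than in *Dmrt1-/-* gonads, with a median over all genes of 0.18, and factors from the macrophage, endothelial, myoid and stromal lists gave 9428 higher and 827 lower (median 1.00).

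**Figure D5:**
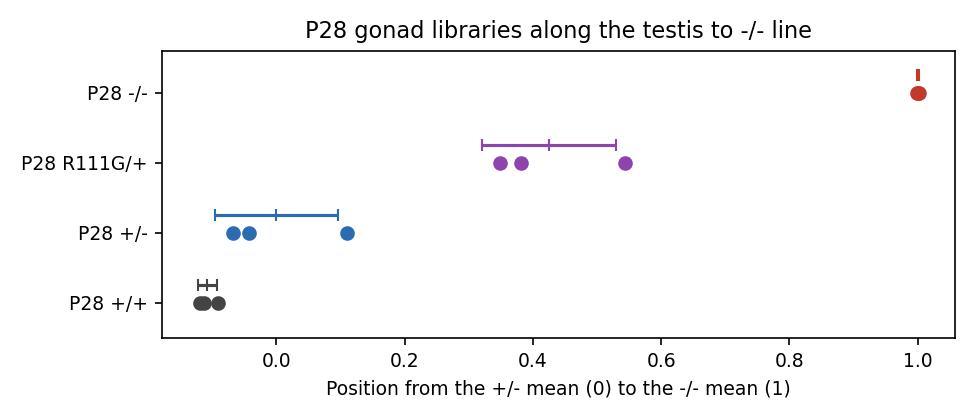
Position of each P28 library (points) on the line from the mean of the *Dmrt1+/-* testes (0) to the mean of the *Dmrt1-/-* gonads (1), with the mean ± SD of each genotype as a bar. The 3 *Dmrt1 R111G/+* gonads lie between 0.349 and 0.544.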

Strikingly, *Dmrt1^R111G/+^* P28 XY gonads were intermediate between wild-type testes and ovaries in both PC1 and PC2. We identified 6,032 mRNAs that were expressed more highly in *Dmrt1^+/−^* XY gonads and 1,241 mRNAs expressed more highly in *Dmrt1^R111G/+^* XY gonads with a >2-fold change and a Benjamini–Hochberg adjusted *P*-value below 0.05, but notable neither Sox9 nor Foxl2 were differentially expressed between these 2 genotypes (Supplementary Table 1). Thus, although *Dmrt1^R111G/+^* XY gonads retained SOX9 expression and did not express high levels of *Foxl2*, the mutation caused dominant partial feminization of the transcriptome. 

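*Sox9* had a log2 fold change of 0.49 (standard error 0.272, adjusted p = 0.147 from edgeR's quasi-likelihood test) in *Dmrt1 R111G/+* gonads against *Dmrt1+/-* testes, at 81.6 ± 26.2 and 58.2 ± 16.8 CPM (SD, n = 3). *Foxl2* had a log2 fold change of -0.70 (standard error 0.605, adjusted p = 0.352), at 0.264 ± 0.152 and 0.437 ± 0.303 CPM. *Sox8*, a relative of *Sox9*, stood at 0.24 (adjusted p = 0.433). *Klk1b9*, a kallikrein, fell (log2 fold change -6.28, standard error 0.808, adjusted p = 1.2e-04), as did *Acte1*, an actin of the testis (-5.56). Spermatid genes were lower, with *Akap4* (-4.13) and *Capza3*, an actin-capping protein of sperm (-3.86), and so was *Pgk2* of the spermatocyte list, a glycolytic enzyme (-3.44). All 22 spermatid genes were lower (median -3.83; camera adjusted p = 1.2e-17, and adjusted p = 0.393 with an estimated correlation), against 11 of 25 spermatocyte genes (median -0.91; camera adjusted p = 0.00166, and adjusted p = 0.393 with an estimated correlation), 3 of 12 genes of differentiating and 2 of 14 of undifferentiated spermatogonia, and adjusting over the list alone gave 22, 11, 3 and 2. In all, 1407 genes were higher and 5891 lower in *Dmrt1 R111G/+* gonads, with a median over all genes of -0.17. By library size alone there were 2784 higher and 5036 lower (median 0.11), and by factors from the macrophage, endothelial, myoid and stromal lists 87 higher and 9993 lower (median -1.03). With those factors 22 spermatid genes (median -4.60), 24 spermatocyte genes (median -1.80), 6 genes of differentiating and 4 of undifferentiated spermatogonia were lower. Mitochondrial genes held 2.66 to 3.41% of the counts in wild-type, 4.16 to 5.34% in *Dmrt1+/-*, 6.46 to 8.07% in *Dmrt1 R111G/+* and 5.25 to 6.16% in *Dmrt1-/-* libraries. Of these ranges those of *Dmrt1+/-* and *Dmrt1-/-* libraries alone overlap, and the part of this share in the changes was not tested.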

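*Cldn3*, a claudin of tight junctions, rose in *Dmrt1 R111G/+* gonads (log2 fold change 3.57, standard error 0.442, adjusted p = 5.2e-05 from edgeR's quasi-likelihood test), with *Scara3*, a scavenger receptor (3.51), and *Thrsp*, a regulator of lipid synthesis (2.95). *Inhba* (1.2), *Lhcgr* (1.39) and *Prlr*, the prolactin receptor (1.24), were higher as well. *Pgr* was at a ratio of 114 (95% counting interval 38.9 to 557) to *Dmrt1+/-* testes. *C1qa* and *Csf1r*, genes of macrophages, had log2 fold changes of 1.65 and 1.53. With factors from the macrophage, endothelial, myoid and stromal lists, *Inhba* (0.27), *Lhcgr* (0.43) and *Prlr* (0.36) no longer passed, and for genes of these 4 lists such factors test nothing. Of 15 macrophage genes 14 were higher and 0 lower (the same over the list alone) (median 1.48; camera adjusted p = 4.7e-06, and adjusted p = 0.393 with an estimated correlation). Without *Dmrt1+/-* replicate 1, 9 macrophage genes were higher. The macrophage list, scaled by library total alone, summed to 1652 ± 866 CPM in *Dmrt1 R111G/+* gonads and 489 ± 122 in *Dmrt1+/-* testes (SD, n = 3). The *Dmrt1 R111G/+* libraries thus differed widely in this sum, which was chosen after the results were seen. Of 17 Leydig and steroidogenic genes 8 were higher and 0 lower (the same over the list alone), with a median of 1.09 that was 0.14 with those factors. The paper states that the transcriptome is partly feminized although SOX9 is retained and *Foxl2* is not highly expressed, and calls the effect dominant.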

The dominant partial feminization of *Dmrt1^R111G/+^* P28 XY gonads also was apparent in a volcano plot (Fig. 9b). Known Sertoli- and granulosa-biased mRNAs were misexpressed, but the pattern was more mixed than in null mutant gonads, with many members of both gene classes upregulated and downregulated. Nevertheless, more than half of the mRNAs that were misregulated in null mutant gonads also were affected in *Dmrt1^R111G/+^* P28 XY gonads (Fig. 9c). Additionally, expression of 567 mRNAs was affected in *Dmrt1^R111G/+^* but not in *Dmrt1^−/−^* or *Dmrt1^+/−^* mutants (Fig. 9c), suggesting that this allele has neomorphic effects on gene expression.

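Of 24 granulosa and ovary-determining genes, 6 were higher and 2 lower (the same over the list alone) in P28 *Dmrt1 R111G/+* gonads, with a median log2 fold change of 0.41 (camera adjusted p = 0.0183, and adjusted p = 0.393 with an estimated correlation). Of 29 Sertoli cell markers 2 were higher and 1 lower (the same over the list alone), with a median of 0.56 (camera adjusted p = 4.8e-04, and adjusted p = 0.393 with an estimated correlation). With factors from the macrophage, endothelial, myoid and stromal lists both medians were below 0, with 1 higher and 6 lower, median -0.46 for the granulosa list and 0 higher and 3 lower, median -0.25 for the Sertoli list. Of 217 Sertoli-biased genes of the P7 sheet 17 were higher and 19 lower (median 0.29, 16 and 19 over the list alone), and of 98 granulosa-biased genes 26 were higher and 13 lower (median 0.60, the same over the list alone), 14 of them higher without *Dmrt1+/-* replicate 1. A list the study chose is not independent evidence. By the factors from the 4 lists these counts were 2 higher and 53 lower, median -0.52 and 1 higher and 22 lower, median -0.28. *Trf* (1.59) among the Sertoli genes was higher, though not by those factors (0.73), and *Krt8*, a keratin of simple epithelium, was lower (log2 fold change -1.96, standard error 0.533, adjusted p = 0.00812 from edgeR's quasi-likelihood test), though not past the threshold without *Dmrt1+/-* replicate 1 (-1.49). *Irx5*, a homeobox gene of the granulosa list, was lower too (-1.89). Against *Dmrt1-/-* gonads, 14 Sertoli cell markers were higher and 3 lower in *Dmrt1 R111G/+* gonads, and 1 granulosa gene was higher and 17 lower.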

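*Esr2* and *Pgr* were among the genes higher in both *Dmrt1-/-* and *Dmrt1 R111G/+* gonads than in *Dmrt1+/-* testes, and *Akap4* was among those lower in both. The comparisons shared 6735 genes, 1018 higher in both, 5624 lower in both and 93 in opposite directions. This is 55.0% of the genes differentially expressed in *Dmrt1-/-* gonads and 92.3% of those in *Dmrt1 R111G/+* gonads. Lists of these sizes drawn independently would share 279 higher and 2279 lower genes. Both comparisons use the same *Dmrt1+/-* libraries, which by itself gives their fold changes a correlation across genes of 0.504 in 20 simulated sets without change, in none of which a gene was called in the same direction in both. The correlation across genes was 0.824 here, with a covariance of 4.22 against 0.0709 in the simulated sets, and genes are not independent replicates. With wild-type testes as the control of *Dmrt1-/-* gonads, so that no library was shared as a control, 6959 genes were shared, 1181 higher and 5694 lower in both, and the correlation was 0.838. The directions followed the scaling: against *Dmrt1+/-* testes, factors from the macrophage, endothelial, myoid and stromal lists gave 27 genes higher in both, 9644 lower in both and 81 in opposite directions.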

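*Cldn3*, *Scara3* and *Thrsp* were among the genes that rose in *Dmrt1 R111G/+* gonads alone, and their log2 fold changes in *Dmrt1-/-* gonads against *Dmrt1+/-* testes were -0.66, 0.58 and 0.64 (adjusted p = 0.239, 0.148 and 0.116 from edgeR's quasi-likelihood test). *Pln*, which encodes phospholamban, a calcium pump regulator of muscle, fell in *Dmrt1 R111G/+* gonads (log2 fold change -2.85, standard error 0.298, adjusted p = 2.5e-05) and stood at -0.61 in *Dmrt1-/-* gonads (adjusted p = 0.0533). In all, 563 genes were differentially expressed in *Dmrt1 R111G/+* gonads and not in *Dmrt1-/-* gonads, 345 higher and 218 lower. Of these, 140 had the same sign in *Dmrt1-/-* gonads at an adjusted p below 0.05 but by less than 2-fold, 294 had the same sign short of that p, and 129 had the other sign. A direct test of *Dmrt1 R111G/+* against *Dmrt1-/-* gonads called 219 of them. The number was 339 with wild-type testes as the control of *Dmrt1-/-* gonads, and 328 with factors from the macrophage, endothelial, myoid and stromal lists, 38 of these higher and 290 lower. From the transcripts affected by R111G alone, the paper proposes that the allele has neomorphic effects on gene expression.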

**Fig. 9.**
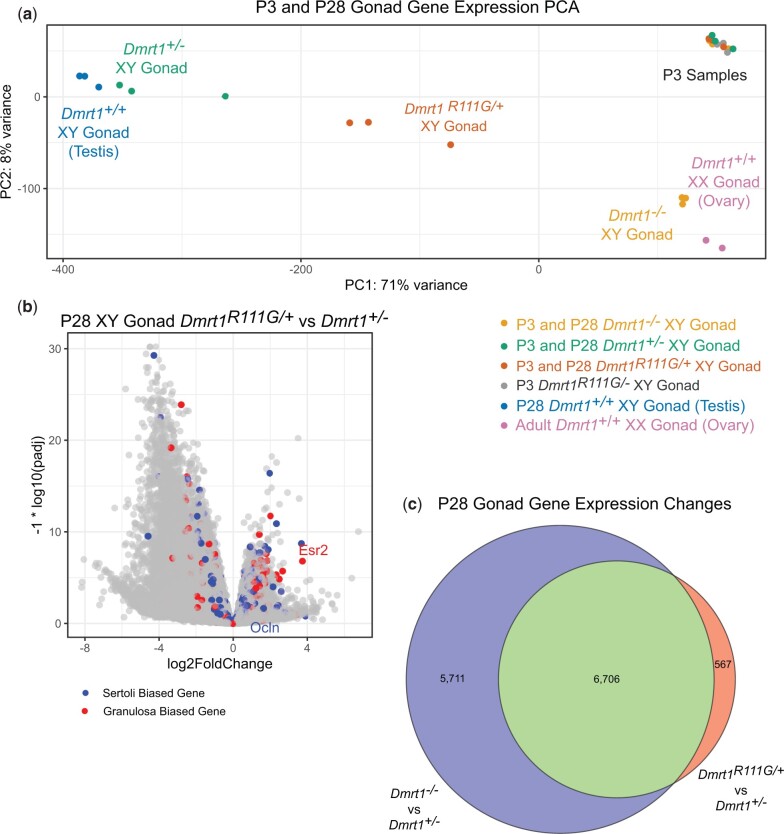
Dominant effect of *Dmrt1^R111G/+^* on gene expression. a) PCA analysis of P3 and P28 gonads. b) Volcano plot of mRNA expression changes in P28 *Dmrt1^R111G/+^* XY gonads relative to *Dmrt1^+/−^* XY control gonads. c) Venn diagram of mRNA expression changes in *Dmrt1^+/−^* vs *Dmrt1^−/−^* XY gonads and *Dmrt1^R111G/+^* vs *Dmrt1^+/−^* XY gonads.

### R111G is a neomorphic allele of *Dmrt1* that alters DNA binding in vivo

Next, we used ChIP-seq to examine the distribution of DMRT1 DNA binding, comparing gonads of *Dmrt1^R111G^*^/+^ P3 males to those of P3 heterozygotes (*Dmrt1^+/−^*) in order to find early anomalies that might help trigger transdifferentiation. Previous in vitro studies indicated that the R111G allele allows the mutant DMRT1 protein to alter binding by wild-type DMRT1 (Murphy *et al.* 2015), and we asked whether this also is true in vivo. We identified 9,311 peaks with increased or novel binding in *Dmrt1^R111G^*^/+^ testes and 2,697 peaks with decreased intensity. The binding by DMRT1 to inappropriate sites confirms that the R111G mutation alters DNA binding specificity in vivo and causes aberrant DMRT1 DNA association prior to extensive effects on gene expression. Altered DNA binding causes altered gene expression: among the affected sites are some associated with genes differentially expressed at P3, P28, or both in *Dmrt1^R111G^*^/+^ testes (Fig. 10a). We searched for genes associated with the affected peaks that have Sertoli- or granulosa-biased expression or known roles in sex determination, and identified 40 such genes, associated with 82 differentially bound peaks. These genes include sexual regulators like *Esr2* and the androgenic enzyme *Hsd17b3*, which may contribute to the observed phenotype.

**Fig. 10.**
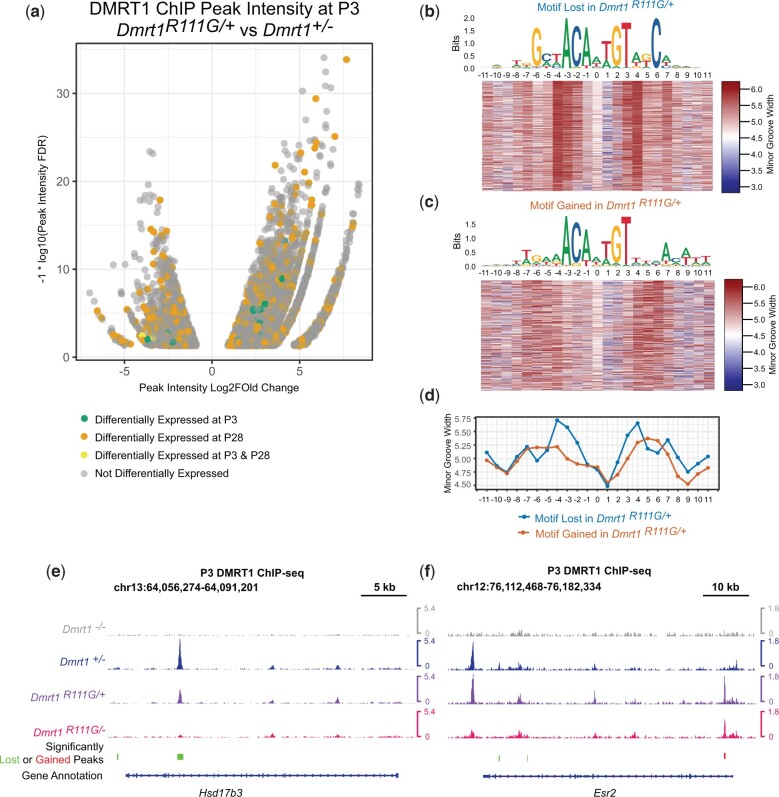
Altered DNA binding by DMRT1 in *Dmrt1^R111G/+^* XY gonads. a) Volcano plot showing sites differentially bound by DMRT1 in *Dmrt1^R111G/+^* XY gonads relative to *Dmrt1^+/−^* XY control testes. Sites associated with genes differentially expressed at P3 and/or P28 are shaded. b) Motif enriched in sites showing reduced binding by DMRT1 in *Dmrt1^R111G/+^* XY gonads and heatmap of predicted minor groove width across bound peaks. c) Motif enriched in sites showing increased binding by DMRT1 in *Dmrt1^R111G/+^* XY gonads and heatmap of predicted minor groove width across bound peaks. d) Plot of predicted minor groove width across motifs gained and lost in *Dmrt1^R111G/+^* XY gonads. Binding by DMRT1 to transcribed regions of *Hsd17b3* (e) and *Esr2* (f), showing altered affinity of DMRT1 in *Dmrt1^R111G/+^* XY gonads relative to wild-type XY testes and *Dmrt1^+/−^* XY control testes. Regions with reduced binding in *Dmrt1^R111G/+^* XY gonads are indicated by green bars and gained binding by red bars below the tracks.

To learn more about how R111G affects DMRT1 DNA binding in vivo, we examined the sites that showed increased or reduced binding in *Dmrt1^R111G^*^/+^ testes, deriving consensus DNA sequences and examining predicted DNA shape (Fig. 10b and c). As mentioned earlier, DMRT1 can bind DNA as a dimer, trimer, or tetramer in vitro, and each stoichiometry is associated with a different DNA sequence and shape (Murphy *et al.* 2015). The sites showing reduced binding in *Dmrt1^R111G^*^/+^ had the typical sequence motif associated with tetramer binding and also had the predicted bilateral wide minor groove at positions −4 and +4 (Fig. 10b and d). The sites showing enhanced binding in *Dmrt1^R111G^*^/+^ lacked the bilateral wide minor groove and the G/C bases at −6/+6 (Fig. 10c and d), suggesting they were not tetramer sites, but might be dimer sites. They also had a nascent ACA sequence motif on the right side that could allow a novel mode binding by a third DMRT1 protomer. Two examples of changes in DNA binding are shown. At *Hsd17b3*, R111G, either heterozygous or hemizygous, resulted in weaker binding to a site normally bound by DMRT1, with the hemizygote more severely affected (Fig. 10e). At *Esr2*, *Dmrt1^R111G^*^/+^ mutants had strong binding to the sites bound in normal control testes, but also a novel binding site that also was present in *Dmrt1^R111G^*^/^^*−*^ mutants (Fig. 10f). Together these ChIP results further support the idea that R111G is a neomorphic allele that dominantly alters DNA-binding specificity and affects expression of many DMRT1 target genes as well as other genes not normally regulated by DMRT1.

### R111G does not activate ESR2 and LRH1 activity

As discussed above in *Dmrt1* null mutant XY gonads, ESR2 and LRH1 are expressed at elevated levels and function to drive transdifferentiation. We therefore asked whether these 2 female regulators are active in *Dmrt1^R111G^*^/+^ XY gonads. We performed ChIP-seq for ESR2 and LRH1 and examined binding to the sites that were bound by these proteins in both ovaries and *Dmrt1^−/−^* XY gonads (Fig. 11). 

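*Esr2* rose in P28 *Dmrt1 R111G/+* gonads, to 3.24 ± 1.1 CPM from 0.234 ± 0.167 in *Dmrt1+/-* testes (SD, n = 3; log2 fold change 3.69, standard error 0.562, adjusted p = 2.0e-04 from edgeR's quasi-likelihood test), against 16.8 ± 6.53 CPM in *Dmrt1-/-* gonads. *Gper1*, a membrane receptor for estrogen (log2 fold change 2.72, standard error 0.393, adjusted p = 1.4e-04), and *Esr1* (log2 fold change 1.33, standard error 0.327, adjusted p = 0.00460) rose as well. With factors from the macrophage, endothelial, myoid and stromal lists the log2 fold changes were 2.95 for *Esr2*, 1.92 for *Gper1* and 0.43 for *Esr1*, which no longer passed.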

Although *Esr2* expression was elevated at P28, ESR2 did not bind DNA in the *Dmrt1^R111G^*^/+^ XY mutant gonads at sites previously shown to be bound by ESR2 in both wild-type XX ovaries and *Dmrt1^−/−^* XY gonads. ESR2 requires an estrogen ligand for nuclear localization and DNA binding, so this result suggests that estrogen signaling is not activated in *Dmrt1^R111G^*^/+^ mutants. 

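*Cyp19a1*, whose product aromatase makes estrogens from androgens, stood at 0.604 ± 0.299 CPM in P28 *Dmrt1 R111G/+* gonads and 3.70 ± 1.02 in *Dmrt1+/-* testes (SD, n = 3; log2 fold change -2.56, standard error 0.450, adjusted p = 5.2e-04 from edgeR's quasi-likelihood test), and it was lower than in *Dmrt1-/-* gonads too (-2.91). Other enzymes of the pathway were higher against *Dmrt1+/-* testes, *Hsd17b1* (log2 fold change 1.66, standard error 0.592, adjusted p = 0.0308), *Hsd17b3* (log2 fold change 1.36, standard error 0.441, adjusted p = 0.0203), *Hsd17b7*, which also makes estradiol (1.42), and *Hsd3b6*, a dehydrogenase of Leydig cells (1.94). *Hsd17b1* did not pass without *Dmrt1+/-* replicate 1 or 2 (1.22 and 1.34) or *Dmrt1 R111G/+* replicate 3 (1.23), nor did *Hsd17b3* without *Dmrt1+/-* replicate 1 or 3 (1.16 and 1.08). Of 13 genes of estrogen and androgen synthesis and reception 7 were higher and 1 lower (the same over the list alone), with a median of 1.33 (camera adjusted p = 2.6e-04, and adjusted p = 0.393 with an estimated correlation), and with factors from the macrophage, endothelial, myoid and stromal lists 2 higher and 1 lower, median 0.43, *Hsd17b1* (0.95), *Hsd17b3* (0.50) and *Hsd17b7* (0.55) not passing.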

Consistent with this possibility, the estrogenic enzyme *Cyp19a1* was strongly downregulated in *Dmrt1^R111G^*^/+^ mutant gonads (Supplementary Table 1). *Lrh1* expression was not elevated in *Dmrt1^R111G^*^/+^ XY gonads (Supplementary Table 1) and as expected there was no significant binding in these mutants compared with *Dmrt1^−/−^* XY gonads.

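*Nr5a2* stood at 2.36 ± 0.956 CPM in P28 *Dmrt1 R111G/+* gonads and 3.40 ± 0.784 in *Dmrt1+/-* testes (SD, n = 3; log2 fold change -0.51, standard error 0.298, adjusted p = 0.166 from edgeR's quasi-likelihood test), against 185 ± 40.4 CPM in *Dmrt1-/-* gonads, and it was lower with factors from the macrophage, endothelial, myoid and stromal lists (-1.37). Its relative *Nr5a1* had a log2 fold change of 0.99 (adjusted p = 0.00825), short of the 2-fold limit, which it passed without *Dmrt1+/-* replicate 2 or 3 (1.02 and 1.17) and without *Dmrt1 R111G/+* replicate 2 or 3 (1.14 and 1.01).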

**Fig. 11.**
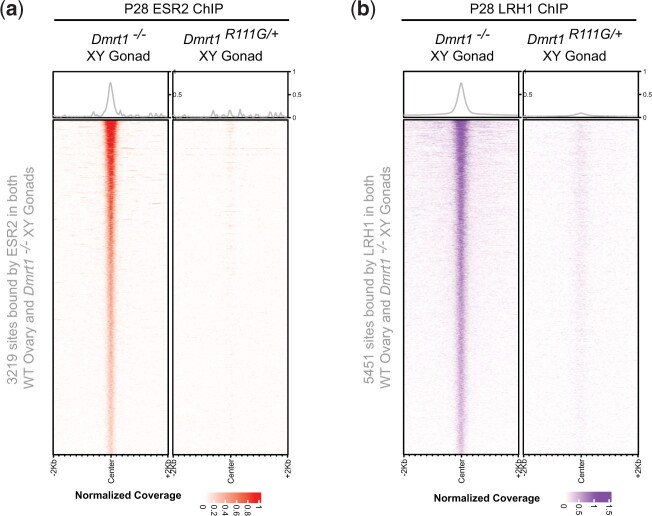
R111G mutation does not activate DNA binding by ESR2 or LRH1. a) Tornado plot showing binding by LRH1 in *Dmrt1^R111G/+^* XY gonads to sites bound by LRH1 both in wild-type ovaries and in *Dmrt1^−/−^* XY gonads. Left plot shows binding in *Dmrt1^−/−^* XY gonads and right plot shows binding in *Dmrt1^R111G/+^* XY gonads. b) Tornado plot showing binding by ESR2 in *Dmrt1^R111G/+^* XY gonads to sites bound by ESR2 in wild-type ovaries and *Dmrt1^−/−^* XY gonads. Left plot shows binding in *Dmrt1^−/−^* XY gonads and right plot shows binding in *Dmrt1^R111G/+^* XY gonads.

## Discussion

Here, we have investigated how DMRT1 maintains male sexual differentiation in testicular Sertoli cells and how the human sex-reversing *DMRT1^R111G^* mutation alters DMRT1 function. We confirmed by RNA-seq that complete loss of *Dmrt1* function causes a postnatal transformation of the testis transcriptome to a transcriptional profile resembling that of the ovary. This transformation begins by P7, prior to the overt differences in morphology and cell lineage marker expression we previously documented, and it involves inappropriate conversion between active and inactive chromatin compartments at likely sex-regulatory genes. We modeled *DMRT1^R111G^* in the mouse and found that it causes dominant testis differentiation defects and partially feminizes the XY gonadal transcriptome, consistent with a causative role in human gonadal dysgenesis. ChIP-seq and RNA-seq analysis indicated that *Dmrt1^R111G^* is a neomorphic allele rather than a strict loss of function, as the mutant protein interacts with chromatin aberrantly, including both failure to bind at some of its normal sites and binding to inappropriate sites, and it appears to regulate some genes not normally controlled by *Dmrt1*.

We asked whether female regulators that are activated by DMRT1 and drive feminization function in a manner similar to their roles in the ovary or via distinct regulatory networks. ChIP-seq showed that FOXL2, ESR2 and LRH1 are able to associate with chromatin in *Dmrt1* mutant XY gonads, and that they bind many of the same sites bound in granulosa cells of the wild-type ovary. This result suggests that the regulatory networks driving male-to-female transdifferentiation at least partially resemble those driving normal female differentiation. Additionally, the association of ESR2 with DNA indicates that estrogen signaling is sufficiently activated in the null mutant gonads to allow nuclear localization of ESR2. The overlap in binding profiles of the 2 nuclear receptor proteins ESR2 and LRH1 suggests possible cooperation or redundancy in regulation of target genes. Whether the 2 proteins can bind DNA sites simultaneously and whether they physically interact will require further study. The mix of targets bound individually and jointly by the 3 female sex regulators suggests that they collectively drive feminization by regulating distinct but overlapping suites of target genes.

We showed previously that ectopic DMRT1 in the ovary can act in the manner of a pioneer transcription factor, binding and opening inaccessible chromatin and allowing other transcription factors, for example SOX9, to bind and regulate transcription (Lindeman *et al.* 2021). Here, we have identified chromatin regions whose activity in juvenile Sertoli cells is dependent on DMRT1. These regions are good candidates to play a key role in the maintenance of male cell fate and the initiation of transdifferentiation. Some genes that later are highly overexpressed and are known to be important for transdifferentiation, for example, *Esr2* and *Lrh1*, were not activated at this early stage and did not show abnormal chromatin activity. This difference suggests that sexual transdifferentiation may occur in distinct phases, perhaps involving a reset of sexual cell identity followed by redifferentiation.

Human genetics has indicated that DMRT1 is required in 2 copies for testis differentiation. A variety of microdeletions and point mutations in DMRT1 have been identified in XY individuals with partial or complete gonadal dysgenesis, often leading to male-to-female phenotypic sex reversal (Zarkower and Murphy 2021). The evidence is therefore strong that mutations in DMRT1 are causative for human XY gonadal dysgenesis. It also is clear that genetic background affects sensitivity to *DMRT1* mutations, as deletions removing *DMRT1* vary in severity and siblings carrying the same mutation can have different degrees of gonadal dysgenesis (Calvari *et al.* 2000). Similarly, the requirement for DMRT1 differs between species: loss of just 1 copy of human *DMRT1* can cause complete gonadal dysgenesis and sex reversal, while in mice *Dmrt1* loss of function is recessive and even XY homozygous null mutants are born phenotypically male. We did, however, detect some abnormalities in testicular hormone signaling in heterozygous mutants, suggesting that even in the mouse *Dmrt1* activity may be weakly dose-dependent.

We modeled the human *DMRT1^R111G^* mutation in mouse for 2 reasons. First, we sought direct evidence that a point mutation can sufficiently compromise DMRT1 to cause severe gonadal defects. Second, we sought to test the prediction from human genetics and in vitro DNA-binding analysis that the mutation might have a dominant phenotype. The mouse model confirmed both predictions. *Dmrt1^R111G/+^* XY animals developed testes with both somatic and germ line defects, including a disrupted BTB and highly reduced spermatogonial differentiation, and the transcriptome was severely disrupted and partially feminized. In principal, these defects may stem from cell autonomous disruptions in both cell types. A second and nonexclusive possibility is that the germ cell defects result indirectly from defects in the Sertoli cells that affect their ability to support germ cell differentiation. In particular, the lack of BTB integrity that we observed could potentially explain much of the failure of spermatogonia in the mutant testes to undergo meiosis and postmeiotic differentiation, as these events require an intact BTB (Kaur *et al.* 2014).

The dominant basis of the *R111G* phenotype was evident in ChIP-seq analysis, as heterozygous mutant gonads had inappropriate localization of DMRT1, despite the presence of a wild-type *Dmrt1* allele. Three classes of target genes were noteworthy for their response to the *R111G* mutation. First, and most straightforward, many genes affected in null mutants were also affected in *Dmrt1^R111G/+^* XY animals and were misregulated similarly in both types of mutants. We found that the R111G mutation selectively reduced binding to tetramer consensus sites, so this first class of genes may be regulated via tetramer binding sites that lose binding in *Dmrt1^R111G/+^* XY animals. Second, some genes normally regulated by DMRT1 responded differently in *Dmrt1^R111G/+^* XY animals relative to null mutants. We showed previously that DMRT1^R111G^ can alter binding stoichiometry of wild-type DMRT1 (Murphy *et al.* 2015) and altered stoichiometry may explain many of the expression changes. Third, more than 500 genes were misregulated in *Dmrt1^R111G/+^* XY animals but not in null mutants. We observed a gain of affinity at potential dimer or trimer sites and this gain of binding likely contributes to misregulation of novel genes. Different alleles of DMRT1, including microdeletions and point mutations, have been found to cause XY gonadal dysgenesis and male-to-female sex reversal. Our comparison of a *Dmrt1* null mutation and the *Dmrt1^R111G/+^* point mutation suggests that strong human *DMRT1* loss-of-function alleles may primarily affect gonadal sex differentiation, while *DMRT1^R111G^* may cause a mix of gonadal feminization and more general developmental disruption unrelated to sexual cell fate. The DMRT1-dependent mRNAs and chromatin regions we have identified in mouse models may help to understand the etiology of the human phenotypes.

## Supplementary Material

jkac267_Supplementary_Data_Figure_S1 Click here for additional data file.

jkac267_Supplementary_Data_Figure_S2 Click here for additional data file.

jkac267_Supplementary_Data_Figure_S3 Click here for additional data file.

jkac267_Supplementary_Supplemental_Material Click here for additional data file.

jkac267_Supplementary_Table_S1 Click here for additional data file.

jkac267_Supplementary_Table_S2 Click here for additional data file.

## Data Availability

Genomic data generated for this paper are available through the Gene Expression Omnibus with accession number GSE208106 and published data used in this paper are available with accession numbers GSE60858 (Georges *et al.* 2014) and GSE154484 (Lindeman *et al.* 2021). Supplemental material is available at G3 online.

## References

[jkac267-B1] Agrimson KS , MinkinaA, SadowskiD, WheelerA, MurphyMW, GearhartMD, BardwellVJ, ZarkowerD. *Lrh1* can help reprogram sexual cell fate and is required for Sertoli cell development and spermatogenesis in the mouse testis. PLoS Genet. 2022;18(2):e1010088.3519260910.1371/journal.pgen.1010088PMC8896720

[jkac267-B2] Albrecht KH , EicherEM. Evidence that Sry is expressed in pre-Sertoli cells and Sertoli and granulosa cells have a common precursor. Dev Biol. 2001;240(1):92–107.1178404910.1006/dbio.2001.0438

[jkac267-B3] Arnold AP. Four core genotypes and XY mouse models: pdate on impact on SABV research. Neurosci Biobehav Rev. 2020;119:1–8.3298039910.1016/j.neubiorev.2020.09.021PMC7736196

[jkac267-B4] Barrionuevo FJ , HurtadoA, KimGJ, RealFM, BakkaliM, Kopp JL, Sander M, Scherer G, Burgos M, Jiménez R, et al *Sox9* and *Sox8* protect the adult testis from male-to-female genetic reprogramming and complete degeneration. Elife. 2016;5:e15635.2732832410.7554/eLife.15635PMC4945155

[jkac267-B5] Buonocore F , Clifford-MobleyO, KingTFJ, StriglioniN, ManE, SuntharalinghamJP, Del ValleI, LinL, LagosCF, RumsbyG, et alNext-generation sequencing reveals novel genetic variants (*SRY*, *DMRT1*, *NR5A1*, *DHH*, *DHX37*) in Adults With 46,XY DSD. J Endocr Soc. 2019;3(12):2341–2360.3174553010.1210/js.2019-00306PMC6855215

[jkac267-B6] Calvari V , BertiniV, De GrandiA, PeveraliG, ZuffardiO, Ferguson-SmithM, KnudtzonJ, CamerinoG, BorsaniG, GuioliS, et alA new submicroscopic deletion that refines the 9p region for sex reversal. Genomics. 2000;65(3):203–212.1085774410.1006/geno.2000.6160

[jkac267-B7] Chauhan V , JyotsnaVP, JainV, KhadgawatR, DadaR. Novel heterozygous genetic variants in patients with 46,XY Gonadal dysgenesis. Horm Metab Res. 2017;49(1):36–42.2771195110.1055/s-0042-114778

[jkac267-B8] Chiu T-P , ComoglioF, ZhouT, YangL, ParoR, RohsR. DNAshapeR: an R/Bioconductor package for DNA shape prediction and feature encoding. Bioinformatics. 2016;32(8):1211–1213.2666800510.1093/bioinformatics/btv735PMC4824130

[jkac267-B9] Couse JF , HewittSC, BunchDO, SarM, WalkerVR, DavisBJ, KorachKS. Postnatal sex reversal of the ovaries in mice lacking estrogen receptors alpha and beta. Science. 1999;286(5448):2328–2331.1060074010.1126/science.286.5448.2328

[jkac267-B10] Duggavathi R , VolleDH, MatakiC, AntalMC, MessaddeqN, AuwerxJ, MurphyBD, SchoonjansK. *Liver receptor homolog 1* is essential for ovulation. Genes Dev. 2008;22(14):1871–1876.1862839410.1101/gad.472008PMC2492734

[jkac267-B11] Erdman SE , BurtisKC. The *Drosophila doublesex* proteins share a novel zinc finger related DNA binding domain. EMBO J. 1993;12(2):527–535.844024210.1002/j.1460-2075.1993.tb05684.xPMC413235

[jkac267-B12] Fan Y , ZhangX, WangL, WangR, HuangZ, SunY, YaoR, HuangX, YeJ, HanL, et alDiagnostic application of targeted next-generation sequencing of 80 genes associated with disorders of sexual development. Sci Rep. 2017;7:44536.2829504710.1038/srep44536PMC5353765

[jkac267-B13] Fayard E , SchoonjansK, AnnicotteJS, AuwerxJ. *Liver receptor homolog 1* controls the expression of carboxyl ester lipase. J Biol Chem. 2003;278(37):35725–35731.1285345910.1074/jbc.M302370200

[jkac267-B14] Gao P , LyuQ, GhanamAR, LazzarottoCR, NewbyGA, ZhangW, ChoiM, SlivanoOJ, HoldenK, WalkerJA, et alPrime editing in mice reveals the essentiality of a single base in driving tissue-specific gene expression. Genome Biol. 2021;22(1):83.3372228910.1186/s13059-021-02304-3PMC7962346

[jkac267-B15] Garcia-Moreno SA , FuttnerCR, SalamoneIM, GonenN, Lovell-BadgeR, MaatoukDM. Gonadal supporting cells acquire sex-specific chromatin landscapes during mammalian sex determination. Dev Biol. 2019;446(2):168–179.3059450510.1016/j.ydbio.2018.12.023PMC6368449

[jkac267-B16] Georg I , BarrionuevoF, WiechT, SchererG. *Sox9* and *Sox8* are required for basal lamina integrity of testis cords and for suppression of FOXL2 during embryonic testis development in mice. Biol Reprod. 2012;87(4):99.2283748210.1095/biolreprod.112.101907

[jkac267-B17] Georges A , L'HoteD, TodeschiniAL, AugusteA, LegoisB, et alThe transcription factor FOXL2 mobilizes estrogen signaling to maintain the identity of ovarian granulosa cells. Elife. 2014;3:e04207.2536963610.7554/eLife.04207PMC4356143

[jkac267-B18] Jauregui EJ , MitchellD, ToppingT, HogarthCA, GriswoldMD. Retinoic acid receptor signaling is necessary in steroidogenic cells for normal spermatogenesis and epididymal function. Development. 2018;145:dev160465.2989913710.1242/dev.160465PMC6053667

[jkac267-B19] Jost A. Recherches sur la differenciation sexuelle del’embryon de lapin. III. Role des gonades foetales dans la differenciation sexuelle somatique. Arch Anat Microsc Morphol Exp. 1947;36:271–315.

[jkac267-B20] Kaur G , ThompsonLA, DufourJM. Sertoli cells-immunological sentinels of spermatogenesis. Semin Cell Dev Biol. 2014;30:36–44.2460304610.1016/j.semcdb.2014.02.011PMC4043859

[jkac267-B21] Kim S , BardwellVJ, ZarkowerD. Cell type-autonomous and non-autonomous requirements for *Dmrt1* in postnatal testis differentiation. Dev Biol. 2007;307(2):314–327.1754035810.1016/j.ydbio.2007.04.046PMC1995593

[jkac267-B22] Lenie S , SmitzJ. Estrogen receptor subtypes localization shifts in cultured mouse ovarian follicles. Histochem Cell Biol. 2008;129(6):827–840.1833059110.1007/s00418-008-0408-9

[jkac267-B23] Lin YT , CapelB. Cell fate commitment during mammalian sex determination. Curr Opin Genet Dev. 2015;32:144–152.2584120610.1016/j.gde.2015.03.003PMC4470863

[jkac267-B24] Lindeman RE , GearhartMD, MinkinaA, KrentzAD, BardwellVJ, ZarkowerD. Sexual cell-fate reprogramming in the ovary by DMRT1. Curr Biol. 2015;25:764–771.2568380310.1016/j.cub.2015.01.034PMC4366330

[jkac267-B25] Lindeman RE , MurphyMW, AgrimsonKS, GewissRL, BardwellVJ, GearhartMD, ZarkowerD. The conserved sex regulator DMRT1 recruits SOX9 in sexual cell fate reprogramming. Nucleic Acids Res. 2021;49(11):6144–6164.3409659310.1093/nar/gkab448PMC8216462

[jkac267-B26] Macheroni C , LucasTFG, PortoCS. The role of estrogen receptors in rat Sertoli cells at different stages of development. Heliyon. 2020;6(11):e05363.3316367710.1016/j.heliyon.2020.e05363PMC7609458

[jkac267-B27] Matson CK , MurphyMW, SarverAL, GriswoldMD, BardwellVJ, ZarkowerD. DMRT1 prevents female reprogramming in the postnatal mammalian testis. Nature. 2011;476(7358):101–104.2177599010.1038/nature10239PMC3150961

[jkac267-B28] Meinsohn M-C , HughesCHK, EstienneA, SaatciogluHD, PépinD, DuggavathiR, MurphyBD. A role for orphan nuclear receptor liver receptor homolog-1 (LRH-1, NR5A2) in primordial follicle activation. Sci Rep. 2021;11(1):1079.3344176710.1038/s41598-020-80178-4PMC7807074

[jkac267-B29] Meinsohn M-C , MorinF, BertolinK, DuggavathiR, SchoonjansK, MurphyBD. The orphan nuclear receptor *liver homolog receptor-1* (*Nr5a2*) regulates ovarian granulosa cell proliferation. J Endocr Soc. 2018;2(1):24–41.2937989310.1210/js.2017-00329PMC5779114

[jkac267-B30] Minkina A , MatsonCK, LindemanRE, GhyselinckNB, BardwellVJ, ZarkowerD. DMRT1 protects male gonadal cells from retinoid-dependent sexual transdifferentiation. Dev Cell. 2014;29(5):511–520.2485651310.1016/j.devcel.2014.04.017PMC4105363

[jkac267-B31] Murphy MW , LeeJK, RojoS, GearhartMD, KurahashiK, BanerjeeS, LoeuilleG-A, BashambooA, McElreaveyK, ZarkowerD, et alAn ancient protein-DNA interaction underlying metazoan sex determination. Nat Struct Mol Biol. 2015;22(6):442–451.2600586410.1038/nsmb.3032PMC4476070

[jkac267-B32] Murphy MW , SarverAL, RiceD, HatziK, YeK, MelnickA, HeckertLL, ZarkowerD, BardwellVJ. Genome-wide analysis of DNA binding and transcriptional regulation by the mammalian Doublesex homolog DMRT1 in the juvenile testis. Proc Natl Acad Sci USA. 2010;107(30):13360–13365.2061608210.1073/pnas.1006243107PMC2922116

[jkac267-B33] Pérez CV , SobarzoCM, JacoboPV, PellizzariEH, CigorragaSB, DenduchisB, LustigL. Loss of occludin expression and impairment of blood-testis barrier permeability in rats with autoimmune orchitis: effect of interleukin 6 on Sertoli cell tight junctions. Biol Reprod. 2012;87(5):122.2301818710.1095/biolreprod.112.101709

[jkac267-B34] Raymond CS , MurphyMW, O'SullivanMG, BardwellVJ, ZarkowerD. *Dmrt1*, a gene related to worm and fly sexual regulators, is required for mammalian testis differentiation. Genes Dev. 2000;14(20):2587–2595.1104021310.1101/gad.834100PMC316999

[jkac267-B35] Raymond CS , ShamuCE, ShenMM, SeifertKJ, HirschB, HodgkinJ, ZarkowerD. Evidence for evolutionary conservation of sex-determining genes. Nature. 1998;391(6668):691–695.949041110.1038/35618

[jkac267-B36] Schwabe JW , ChapmanL, FinchJT, RhodesD. The crystal structure of the estrogen receptor DNA-binding domain bound to DNA: how receptors discriminate between their response elements. Cell. 1993;75(3):567–578.822189510.1016/0092-8674(93)90390-c

[jkac267-B37] Uda M , OttolenghiC, CrisponiL, GarciaJE, DeianaM, KimberW, ForaboscoA, CaoA, SchlessingerD, PiliaG, et al *Foxl2* disruption causes mouse ovarian failure by pervasive blockage of follicle development. Hum Mol Genet. 2004;13(11):1171–1181.1505660510.1093/hmg/ddh124

[jkac267-B38] Uhlenhaut NH , JakobS, AnlagK, EisenbergerT, SekidoR, KressJ, TreierA-C, KlugmannC, KlasenC, HolterNI, et alSomatic sex reprogramming of adult ovaries to testes by FOXL2 ablation. Cell. 2009;139(6):1130–1142.2000580610.1016/j.cell.2009.11.021

[jkac267-B39] Zarkower D , MurphyMW. DMRT1: an ancient sexual regulator required for human gonadogenesis. Sex Dev. 2021;1–14.10.1159/000518272PMC888588834515237

# Supplementary material for: Genomics of sexual cell fate transdifferentiation in the mouse gonad
**Source:** G3 (Bethesda). 2022 Oct 6;12(12):jkac267. doi: 10.1093/g3journal/jkac267
**Supplement:** jkac267_Supplementary_Data_Figure_S3

chr18:12,997,565-15,000,870

100 kb

P7 Sertoli Cell  
*Dmrt1*<sup>+/f</sup>; *Dhh*-Cre  
HiC

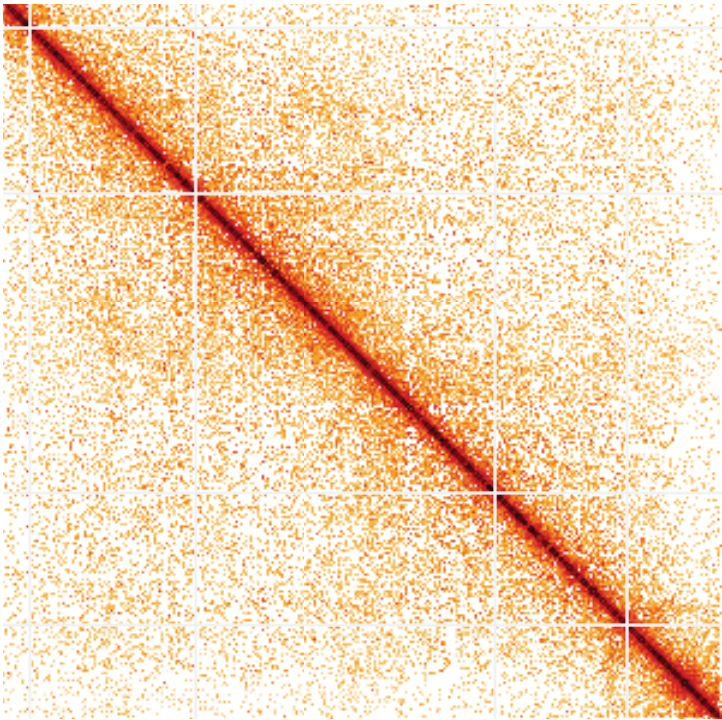

P7 Sertoli Cell  
*Dmrt1*<sup>f/f</sup>; *Dhh*-Cre  
HiC

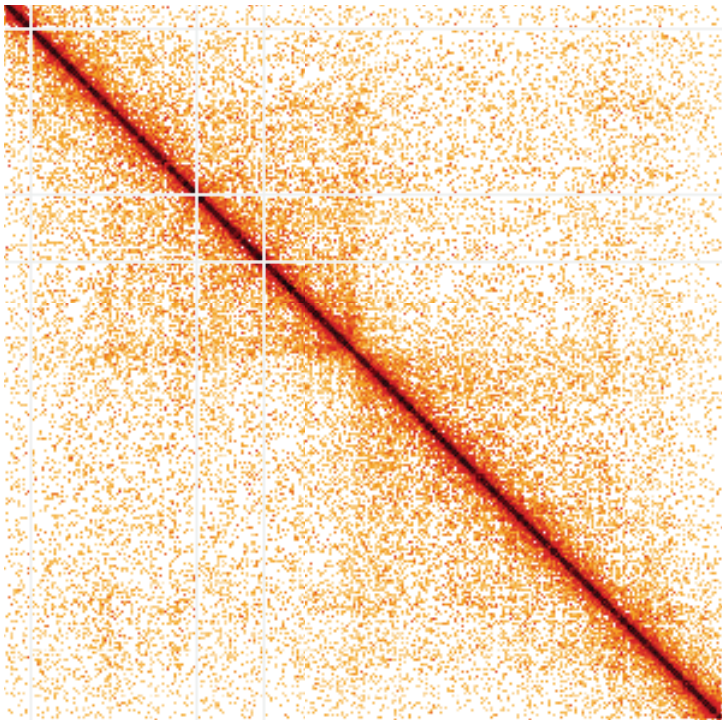

P7 Sertoli  
Wild type  
DMRT1 ChIP-Seq

P7 Sertoli Cell  
*Dmrt1*<sup>+/f</sup>; *Dhh*-Cre  
A/B Compartments

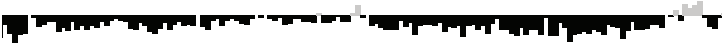

P7 Sertoli Cell  
*Dmrt1*<sup>f/f</sup>; *Dhh*-Cre  
A/B Compartments

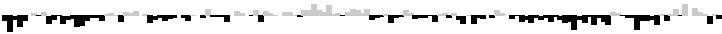

Gm36689 Gm41670 **Zfp521** 8430422H06Rik Ss18  
Gm36802 Gm36910 Gm29992  
Gm36747

# Supplementary material for: Genomics of sexual cell fate transdifferentiation in the mouse gonad
**Source:** G3 (Bethesda). 2022 Oct 6;12(12):jkac267. doi: 10.1093/g3journal/jkac267
**Supplement:** jkac267_Supplementary_Supplemental_Material

**SUPPLEMENTAL FIGURE LEGENDS**

**Fig. S1 Validation of FOXL2 antibody in intact ovary.** (**A**) Venn diagram showing overlap in binding comparing ChIP-seq data from GEORGES *et al.* (2014) using cultured primary follicles with data from this study using whole ovaries or heterozygous control testes. (**B**) Tornado plot showing similar binding in cultured follicles (GEORGES *et al.* 2014) and wild type ovary (this study), and very low or absent binding in control testes, as well as canonical FOXL2 motif enriched in bound regions.

**Fig. S2 FOXL2 antibody detects distinct protein in testis.** Tornado plot showing sites primarily bound in ovary or mutant XY gonad or both, compared with control heterozygous XY testis. Sites bound in ovary, mutant XY gonad or both are enriched for FOXL2 binding consensus, while those bound most strongly in control testes are enriched for a string of A/T base pairs.

**Fig. S3 DMRT1 maintains genome organization at female-biased genes.** HiC contact maps (top) and one-dimensional tracks for two regions surrounding the female-biased gene *Zfp521*. Enriched off-diagonal contacts for wild type or mutant Sertoli cells using 10 kb binning of the contact maps are shown in top panels. One-dimensional representations of the enriched off-diagonal contacts, A/B compartments calculated from the eigenvalues of the interaction matrix, and DMRT1 ChIP-seq data as well as genomic features are shown in the tracks in the bottom panel.

How the deposited data were processed for this re-analysis (not part of the article)

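Messenger RNA was measured in 30 libraries, 3 in each of 10 groups: XY gonads of P28 mice that were wild-type, *Dmrt1+/-*, *Dmrt1-/-* or *Dmrt1 R111G/+*; gonads of P3 mice that were *Dmrt1+/-*, *Dmrt1-/-*, *Dmrt1 R111G/+* or *Dmrt1 R111G/-*; and isolated P7 Sertoli cells with and without *Dmrt1*. The authors trimmed stranded paired-end reads with Trim Galore 0.6.0 and cutadapt 1.18, mapped them to GRCm38 (mm10) with STAR 2.7.2a and counted them per gene of GENCODE M25. The deposited table holds raw counts for 55401 genes, with 1 column per library, and 0 columns were left unmapped to a group. Counts were whole numbers, and library totals ran from 5043838 to 12792811 with a median of 8776697. Gene positions and biotypes came from GENCODE M21, in which 55141 of the identifiers (99.5%) were found. The P7 control libraries carry a wild-type label in the table and are heterozygous in the paper, and were taken as one control group.

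For the second kind of data, the authors mapped Hi-C reads of P7 *Dmrt1-/-* Sertoli cells with HiC-Pro, built contact matrices with cooler and called enriched interactions with cooltools. The deposited list gives the start and end of the 10 kb anchors of each interaction, without a score, a p or a count, and comes from 2 replicates. Counted from it were interactions with both anchors in the windows the figures show, interactions with 1 anchor or both in them, and genes whose body or 10 kb surroundings hold an anchor.

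The counts were analysed in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1, and with DESeq2 1.42.0 as an alternative. The libraries of 1 age and tissue were fitted together. Genes were kept with filterByExpr, scaling used trimmed mean of M values (TMM) factors, and groups were compared with edgeR's quasi-likelihood F test. A gene was called at a Benjamini–Hochberg adjusted p below 0.05 and a fold change over 2, the thresholds the paper states, since its text names no tool for this test. The adjusted p of every gene comes from this test over all genes fitted, unless another tool is named. The standard errors are no output of the test. They were calculated back from the log2 fold change and the F value, and are unreliable for genes near 0 counts. Differences between effects, at P28 against P7 and at P28 against P3, were tested as contrasts in 1 fit of all 30 libraries. Levels are TMM-scaled counts (CPM), and the sums over the macrophage and MHC class II lists are scaled by library total alone. Log2 CPM for the principal component analysis used a prior count of 2, with genes centred and not scaled.

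With 3 libraries against 3, the smallest two-sided exact p is 0.1, and chance leaves the groups of 10% of genes without overlap. A fold against a group with no count was bounded with 3 counts over the group as the floor, and for 1 to 3 counts the ratio is given with its 95% counting interval. The test was tested on data simulated for each comparison, in which 100 genes were changed 3-fold and 100 genes 6-fold. It recovered 61 to 82 of the first and 82 to 95 of the second, with 2 to 15 other genes called. Only these 200 genes were changed, while *Dmrt1-/-* gonads against wild-type testes gave 13948 called genes at P28. The recovery rates thus hold for sets with few changed genes. In all, 20 simulated sets without change served to measure what shared control libraries add to the likeness of 2 comparisons.

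Gene lists were written before the data were examined, as were the comparisons, the tests and the alternatives. The 22 lists cover markers of Sertoli, granulosa, Leydig, peritubular myoid, stromal, endothelial, macrophage and erythroid cells, of 5 stages of germ cells (undifferentiated and differentiating spermatogonia, spermatocytes, spermatids and oocytes), and genes of MHC class II, tight junctions, inhibin and FSH signaling, estrogen and androgen synthesis, epithelial keratins, the Y chromosome, the cystatin cluster and the *Ocln* region. The last of the 22 holds the genes the paper names, and the Sertoli- and granulosa-biased genes of the P7 sheet of Supplementary Table 1 were 2 further lists. Each list was tested with camera, with a set correlation of 0.01 and with an estimated one, adjusted over the lists of a comparison. Counts over the list alone come from an adjustment over the genes of that list. The P7 sheet is complete in the copy used, as are the 2 P3 sheets, while the P28 sheets hold the first 1999 of 14033, 1999 of 12417 and 587 of 7273 genes, so no list and no overlap was taken from these.

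The genes named in the text are those the paper names, the 5 called genes with the largest changes in each direction among those with a mean of at least 5 CPM and no overlap of the groups, predicted genes passed over, and up to 4 members of each list with the smallest adjusted p. Values in the paper's tables count as seen when this rule was written. Replicate numbers were tested as pairs through the correlation of residuals. At P28 and P3 no pairing was found, with 3 of 18 pairs of equally numbered libraries above 0.1 at each age. At P7 2 of 3 pairs were above 0.1, with correlations of 0.505, 0.225 and -0.037 for replicates 1, 2 and 3. Pairing of the P7 libraries therefore stays open, and the main P7 test did not pair them.

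Alternatives were DESeq2, its size factors within edgeR, library size alone, factors from the macrophage, endothelial, myoid and stromal lists alone at P28, no filter, a filter of 1 CPM in 3 libraries, a fit of only the groups compared, the replicate number as a block, an adjusted p below 0.05 without a fold limit or below 0.01 with it, glmTreat with a fold of 2 as the null, and each library left out in turn. Splits of the same libraries into other groups were counted, 10 for each pair of groups and 60 drawn for each difference of effects. Libraries of ovaries, interactions of control Sertoli cells and compartment tracks were not used here. Ranking interactions by strength was not done, since the list has no score. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15, with scipy 1.17.1 and statsmodels 0.14.6 for Fisher exact and stratified tests.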

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

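Tests of the 2 differences of effects under other splits of the libraries, and the sums of the macrophage and MHC class II genes, were chosen after the results were seen, and the other tests of this part beforehand.

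The effect of the null genotype differed between P28 gonads and P7 Sertoli cells for 8538 genes, 3352 with a higher effect at P28 and 5186 with a lower one, by a test of the difference itself (median over all genes -0.25). Among the genes the paper names, the difference was 7.32 on the log2 scale for *Esr2*, 7.48 for *Nr5a2*, 5.48 for *Hsd17b1*, 2.27 for *Nr5a1*, 2.10 for *Ocln* and 1.48 for *Esr1*, and -7.21 for *Hsd17b3*, -4.54 for *Piwil2*, -4.11 for *Dmrt1* and -1.77 for *Zfp521*. The value for *Hsd17b3* (standard error 1.02) rests on 1 to 3 counts in *Dmrt1-/-* gonads of P28, so its size is poorly fixed. Under the factors from the macrophage, endothelial, myoid and stromal lists the P28 effect itself against *Dmrt1+/-* testes was 0.23 for *Esr1*, 0.85 for *Nr5a1* and 0.80 for *Zfp521*, none of which passed, and -4.19 for *Ocln*. The difference for *Esr1* did not pass without P7 control replicate 2 (1.07). At P7 *Dmrt1* was deleted by *Dhh-Cre*. Age, tissue and kind of deletion change together, and *Dmrt1-/-* gonads of P28 had lower levels of most germ cell genes, so each of these stays open as the source of a difference. In a fit of the 4 groups alone 8147 genes differed, and of 60 splits of the 12 libraries 5 gave as many, the highest 9520. Each of these 5 leaves the P28 groups whole and so keeps the P28 effect, and the number therefore says nothing about chance.

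Between P28 and P3, the effect of *Dmrt1 R111G/+* against *Dmrt1+/-* gonads differed for 2904 genes, 900 with a higher effect at P28 and 2004 with a lower one (median over all genes -0.15). Here the differences were 3.40 for *Esr2*, 1.71 for *Esr1*, 1.38 for *Nr5a1*, 1.86 for *Hsd17b1* and 1.87 for *Hsd17b3*. With factors from the macrophage, endothelial, myoid and stromal lists, the P28 effect itself did not pass for *Esr1* (0.43), *Hsd17b1* (0.95) or *Hsd17b3* (0.50). The difference for *Hsd17b1* did not pass without P28 *Dmrt1+/-* replicate 1 (1.5) or 2 (1.63), P28 *Dmrt1 R111G/+* replicate 3 (1.52), P3 *Dmrt1+/-* replicate 1 (1.63) or P3 *Dmrt1 R111G/+* replicate 3 (1.79). With the 4 groups alone it was 2319 genes, and 5 of 60 splits gave as many, up to 3139, again each with the P28 groups whole, so this number says nothing about chance either.

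The paper does not report on *Dmrt1 R111G/-* gonads of P3 in its lists of genes. Against *Dmrt1+/-* gonads 31 genes were called, 6 higher and 25 lower (DESeq2 21 and 44), with 19 genes without *Dmrt1+/-* replicate 3, 20 without *Dmrt1 R111G/-* replicate 3 and up to 35 with another library left out. Against *Dmrt1-/-* gonads it was 28 genes, 19 higher and 9 lower (DESeq2 30 and 31). That number was 14, 16 and 9 without *Dmrt1-/-* replicates 1, 2 and 3 in turn, and 13, 57 and 18 without *Dmrt1 R111G/-* replicates 1, 2 and 3. *Islr2* (-4.04) and *Slc52a3*, a riboflavin transporter (-2.40), were lower than in *Dmrt1+/-* gonads, and *Prox1* (2.01) and *Emb*, a membrane glycoprotein (1.97), higher. *Ocln* was lower too (-2.33), but not without *Dmrt1+/-* replicate 3 (-2.08) or *Dmrt1 R111G/-* replicate 1 (-2.37) or 3 (-2.24). Relative to *Dmrt1-/-* gonads, *Rarres1* (3.38), *Emb* (2.62) and *Sh3gl2* (2.62) were higher, with *Dmrt1* itself (4.48).

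A direct comparison of P28 *Dmrt1 R111G/+* with *Dmrt1-/-* gonads, which the paper does not report, called 7902 genes. The MHC class II genes, which the paper does not discuss, were higher in P7 mutant cells (6 of 6 genes, median log2 fold change 3.37; camera adjusted p = 1.0e-15, and adjusted p = 0.0572 with an estimated correlation) and in P3 *Dmrt1-/-* gonads (4 of 7, 6 over the list alone, 1 without *Dmrt1-/-* replicate 1 and 2 without each *Dmrt1+/-* library, median 1.92; camera adjusted p = 1.2e-20, and adjusted p = 0.00154 with an estimated correlation). In P28 *Dmrt1-/-* gonads against wild-type testes their median was 1.97, and -0.18 with factors from the macrophage, endothelial, myoid and stromal lists.

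For each pair of groups the 10 splits are too few for a share under 0.05. The real split gave 13948 genes (*Dmrt1-/-* against wild-type), 12255 (*Dmrt1-/-* against *Dmrt1+/-*), 7298 (*Dmrt1 R111G/+* against *Dmrt1+/-*) and 7902 (*Dmrt1 R111G/+* against *Dmrt1-/-*) at P28, with 0 genes as the highest of the other splits, 1 split of 10 as large in each. *Dmrt1+/-* against wild-type testes gave 0 genes by edgeR (3769 at an unadjusted p below 0.05, 29 by DESeq2) and up to 1 gene in another split; any of the 10 splits gives at least 0, so this comparison tests nothing. At P7 the real split gave 639 genes and the highest other 1, and at P3 81 and 0 for *Dmrt1-/-* and 28 and 1 for *Dmrt1 R111G/-* against *Dmrt1-/-* gonads, again with 1 split as large. For *Dmrt1 R111G/+* and *Dmrt1 R111G/-* against *Dmrt1+/-* gonads at P3 the real split gave 21 and 31 genes and another split 65 and 77, 2 of 10 splits as large in each. Those other splits put *Dmrt1+/-* replicates 1 and 3 with *Dmrt1 R111G/+* replicate 2, or with *Dmrt1 R111G/-* replicate 2, which points to a structure of the P3 samples apart from genotype. In the first, 3 genes of differentiating spermatogonia (median -1.24), 5 of spermatocytes (-1.06) and 1 of undifferentiated spermatogonia (-0.95) were called; in the second, 2 myoid genes (-0.83) and 1 macrophage gene (-0.63), and no test of lists was run on these splits.

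The rise of the granulosa genes at P28 was weighed against the loss of germ cells, which alone would raise every somatic marker alike. With factors from the macrophage, endothelial, myoid and stromal lists, the granulosa list kept a median log2 fold change of 2.05 (1.33 against *Dmrt1+/-* testes), above the value of 1 set as the limit beforehand, though the lists behind the factors parted too (myoid -1.72, macrophage -0.36, stromal 0.76, endothelial 1.06). The Sertoli list went to -1.88, and its upper quartile (-1.04) lies below the lower quartile of the 24 granulosa genes (-0.67), so germ cell loss alone does not account for the parting of these lists. The 98 granulosa-biased genes of the P7 sheet had a median of -0.030 with these factors (22 higher, 27 lower), so for them germ cell loss stays open. A change of cell state, and a change in the number of supporting cells relative to the other somatic cells, both stay open.

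The rise of MHC class II genes in P7 mutant Sertoli cells could come from macrophages left in a preparation depleted with beads against Thy1 and c-Kit, and by the test set beforehand this cannot be told apart from a rise in the Sertoli cells. Over its 13 members with a count the macrophage list had a median of 1.46, between the bounds set from the MHC class II median (0.84 and 1.68), and only 2 of its 15 genes passed the filter, *Cd68* (-0.28) and *Mrc1* (-0.76), so the counts are too few. The levels argue against macrophages, since the list summed to 9.86 ± 2.23 CPM in mutant and 9.98 ± 2.83 in control cells, while the MHC class II genes summed to 83.6 ± 23.8 and 9.23 ± 2.89 (SD, n = 3). P3 gonads gave the same picture, with 175 ± 52.8 and 175 ± 38.1 CPM for macrophages and 68.6 ± 14.5 and 20.3 ± 1.61 for MHC class II in *Dmrt1-/-* and *Dmrt1+/-* gonads. Other cells that carry MHC class II, and expression by the mutant Sertoli cells themselves, stay open and were not tested.

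Segments of chromosome 19 linked to the *Dmrt1* alleles may differ between the 129Sv and C57Bl/6J backgrounds and be called with the genotype. Among 109 genes called in any P3 comparison, *Dmrt1* left out, 4 lie on chromosome 19, *Flrt1*, *Gm50321*, *Gfra1* and *Exoc6*, named after their values were seen, an odds ratio of 1.12 (Fisher exact test, p = 0.784, 95% interval 0.298 to 2.97). The odds ratio itself lies under the limit written beforehand, which by that rule counts against an excess. The reading here rests on the interval in place of that rule. This interval holds both no excess and the 2-fold excess set as the limit, so at P3 a share of linked genes cannot be told apart from none. The other 105 called genes lie on other chromosomes. With *Dmrt1* counted, P28 *Dmrt1-/-* gonads gave 0.916 (0.775 to 1.08) against wild-type and 0.891 (0.759 to 1.05) against *Dmrt1+/-* testes. P28 *Dmrt1 R111G/+* gonads gave 0.769 (0.644 to 0.916) against *Dmrt1+/-* and 0.845 (0.712 to 1.00) against *Dmrt1-/-* gonads, and P7 Sertoli cells 1.11 (0.691 to 1.70). These intervals argue against a 2-fold excess among the P28 and P7 calls, and a smaller one stays open. Where 13948 of 20952 genes are called, as at P28, a few linked genes would not show in such a ratio. Within 20 Mb of *Dmrt1* the odds ratio was 0.829 to 0.969 at P28. It was 1.29 at P7 and 1.29 over the P3 calls (Fisher exact test, p = 0.320 and p = 0.510), which leaves linked genes open there too.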

How the results depend on the processing

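Alternatives were set before any result was seen. Of the values of named genes under them, 14012 kept direction and side of the threshold, 450 fell short of it, 284 passed it and 18 reversed. Of the counts and other main results, 320 stayed within the limit (1.5 times a count, 1 SD of another value) and 73 moved; the cause was not tested unless given.

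All 18 reversals came with factors from the macrophage, endothelial, myoid and stromal lists, which pull the genes of these lists toward 0, *C1qa*, *C1qb*, *Csf1r*, *Cx3cr1*, *Ptprc*, *Myl9* and *Synpo2* among them, and with which the median over all genes was -2.44 (*Dmrt1-/-* against wild-type) and -1.97 (against *Dmrt1+/-*). In *Dmrt1-/-* gonads against wild-type testes, the log2 fold changes were then -0.15 for *C1qa*, -0.36 for *Csf1r*, -1.95 for *Cst12*, -0.21 for *Cx3cr1*, -0.41 for *Foxo1*, -0.068 for *H2-Aa*, -0.30 for *H2-Eb1*, -2.11 for *Krt8*, -0.11 for *Myl9*, -0.42 for *Ptprc*, -1.88 for *Sox8* and -0.27 for *Synpo2*. Against *Dmrt1+/-* testes they were -0.22 for *C1qa*, -0.28 for *C1qb*, -1.34 for *Cyp19a1*, -0.26 for *Marveld2*, -0.081 for *Myl9* and -0.22 for *Synpo2*.

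At P28, *Dmrt1-/-* gonads gave 11909 to 16895 genes against wild-type and 10018 to 15612 against *Dmrt1+/-* testes over all alternatives, and *Dmrt1 R111G/+* against *Dmrt1-/-* gonads 5630 to 10821. *Dmrt1 R111G/+* against *Dmrt1+/-* gonads gave 4236 genes with glmTreat, whose null is a 2-fold change and which calls fewer genes by construction. *Dmrt1+/-* against wild-type testes gave 29 genes with DESeq2, 270 with no filter, and 0 to 3 with 1 library left out (3 without *Dmrt1+/-* replicate 3).

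The P7 comparison gave 134 genes with glmTreat, 963 with DESeq2, 1356 with no filter and 231 at an adjusted p below 0.01. With 1 library left out it gave 279 (without *Dmrt1-/-* replicate 3) to 989 (without control replicate 2), with 412 without *Dmrt1-/-* replicate 2 and 414 and 307 without control replicates 1 and 3. *Dmrt1-/-* gonads at P3 gave 13 genes with glmTreat, 127 with DESeq2, 312 with no filter, 123 by adjusted p alone, 37 below 0.01, and 36 (without *Dmrt1-/-* replicate 1) to 84 (without *Dmrt1+/-* replicate 1) with 1 library left out (49 without *Dmrt1-/-* replicate 3, 53 without *Dmrt1+/-* replicate 3). *Dmrt1 R111G/+* gonads at P3 gave 2 with glmTreat, 80 with DESeq2, 189 with no filter, 6 below 0.01, and 8 (without *Dmrt1 R111G/+* replicate 3) to 37 (without *Dmrt1+/-* replicate 2), with 9 without *Dmrt1 R111G/+* replicate 1 and 11 and 12 without *Dmrt1+/-* replicates 1 and 3.

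*Dmrt1 R111G/-* against *Dmrt1+/-* gonads gave 6 with glmTreat, 65 with DESeq2 (21 higher and 44 lower), 208 with no filter, 20 below 0.01, and 19 (without *Dmrt1+/-* replicate 3) to 35 (without *Dmrt1+/-* replicate 2), with 20 without *Dmrt1 R111G/-* replicate 3. Against *Dmrt1-/-* gonads *Dmrt1 R111G/-* gave 6 with glmTreat, 61 with DESeq2 (30 higher and 31 lower), 179 with no filter, 17 in a fit of the 2 groups, 11 below 0.01, and 9 (without *Dmrt1-/-* replicate 3) to 57 (without *Dmrt1 R111G/-* replicate 2), with 14 and 16 without *Dmrt1-/-* replicates 1 and 2 and 13 and 18 without *Dmrt1 R111G/-* replicates 1 and 3. DESeq2 split the *Dmrt1 R111G/+* calls at P3 into 41 higher and 39 lower.

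The difference between P28 and P7 gave 8068 to 9784 genes, and that between P28 and P3 1868 (without P28 *Dmrt1+/-* replicate 1) to 3881 (without P28 *Dmrt1+/-* replicate 3) with 1 library left out. Genes called the same way in *Dmrt1-/-* and *Dmrt1 R111G/+* gonads at P28 numbered 5422 to 9795, around 6642. Those called with *Dmrt1 R111G/+* alone were 858 by adjusted p alone, 339 with wild-type testes as the control of *Dmrt1-/-* gonads and 328 with factors from the 4 lists. The position of *Dmrt1 R111G/+* gonads on the line between the testes and *Dmrt1-/-* gonads ran from 0.362 to 0.502, and the odds ratio of chromosome 19 from 0.437 to 1.41 with 1 library left out.

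Of the lists, macrophage genes higher in *Dmrt1 R111G/+* gonads numbered 0 with factors from the 4 lists, which this list helps to set, and 9 (without *Dmrt1+/-* replicate 1) to 15 with 1 library left out, and with those factors 10 were higher in *Dmrt1 R111G/+* than in *Dmrt1-/-* gonads. Sertoli-biased genes of the P7 sheet lower in *Dmrt1 R111G/+* gonads numbered 53 with those factors and 30 by adjusted p alone, and granulosa-biased genes higher there 1 and 41, and 14 (without *Dmrt1+/-* replicate 1) to 33 with 1 library left out. At P7, 89 (without *Dmrt1-/-* replicate 3) to 161 Sertoli-biased genes were lower and 21 (without *Dmrt1-/-* replicate 3) to 68 (without control replicate 2) granulosa-biased genes higher, the latter 33 without *Dmrt1-/-* replicate 2, 33 and 28 without control replicates 1 and 3, and 84 with DESeq2. At P3 in *Dmrt1-/-* gonads, 2 (without *Dmrt1-/-* replicate 1) to 5 Sertoli genes were lower (3 without *Dmrt1-/-* replicate 3) and 1 (without *Dmrt1-/-* replicate 1) to 4 MHC class II genes higher (2 without each *Dmrt1+/-* library). *Dmrt1* stood at 32.5 CPM in P28 wild-type testes by library size alone. Interactions with 1 anchor or both in the window numbered 4 at the cystatin genes and 1 at *Zfp521*.

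With the replicate number as a block, counts were 13911, 12165, 0, 6937 and 7698 at P28, 635 at P7, 58, 14, 30 and 19 at P3, 8333 and 2644 for the differences of effects, 6331 for the overlap and 522 for *Dmrt1 R111G/+* alone. With the block, granulosa genes higher at P28 numbered 19 and 18 (against wild-type and *Dmrt1+/-*), and in *Dmrt1 R111G/+* gonads 22 spermatid genes were lower, 12 macrophage genes higher, 20 Sertoli-biased genes lower and 21 granulosa-biased genes higher. At P7 the block gave 9 Sertoli genes lower, 6 MHC class II genes higher, 136 Sertoli-biased genes lower and 57 granulosa-biased genes higher, at P3 5 Sertoli genes lower and 4 MHC class II genes higher, and 1.59 for chromosome 19. Ranking the interactions by a score was not run, since the list holds none. Of 100 simulated genes changed 3-fold, 61 to 82 were recovered at library totals of 5043838 to 12792811.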

Differences from the paper's values

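The paper's counts below were made at the thresholds used here, more than 2-fold and an adjusted p below 0.05, and alternatives were set before the data were examined.

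In P7 Sertoli cells, 280 genes were lower here and 426 in the paper. The paper's value falls within the limit under DESeq2 (428), by library size alone (301), with the filter of 1 CPM in 3 libraries (297), without control replicate 2 (415) and by adjusted p alone (352). It does not under glmTreat (79), DESeq2 size factors in edgeR (276), no filter (645), the replicate block (283), an adjusted p below 0.01 (124) or with 1 of the other 5 libraries left out (153 to 206).

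At P3, *Dmrt1-/-* gonads had 32 higher genes here and 53 in the paper. DESeq2 (54) and the adjusted p alone (42) come within the limit. Outside it stay glmTreat (0), DESeq2 size factors (31), library size alone (31), no filter (137), the CPM filter (31), the replicate block (20), a fit of the 2 groups (32), each library left out (12 to 31) and an adjusted p below 0.01 (12).

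*Dmrt1 R111G/+* gonads of P3 had 13 higher and 8 lower genes here, where the paper gives 39 and 38. DESeq2 (41 and 39) is the one alternative run that comes within the limit. Outside it stay glmTreat (2 and 0), DESeq2 size factors (14 and 8), library size alone (15 and 7), no filter (101 and 88), the CPM filter (14 and 8), the replicate block (9 and 5), a fit of the 2 groups (19 and 4), the adjusted p alone (19 and 10), an adjusted p below 0.01 (5 and 1) and each library left out (7 to 15 and 1 to 22).

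The paper describes *Esr2* and *Nr5a2* as reduced in mutant P7 Sertoli cells. The log2 fold changes here were -1.28 and -1.70, of the same sign, and did not pass the adjusted threshold (adjusted p = 0.0632 and adjusted p = 0.0628). Under DESeq2 and under edgeR without a filter on low counts both were called, and *Nr5a2* also without control replicate 2.

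In the copy of the P28 sheet for *Dmrt1-/-* against wild-type, the columns of expression and of fold change part for 205 of its 1999 genes by more than 1 on the log2 scale, and for none in the other sheets. For *Igfbp5* the paper's sheet gives 150 FPKM in wild-type and 164 FPKM in *Dmrt1-/-* gonads beside a log2 fold change of 7.26, and its sheet against *Dmrt1+/-* testes gives 0.955 FPKM in the latter, so it is the wild-type value that stands apart. The levels here, in another unit, were 5.78 ± 1.58 and 989.7 ± 222 CPM.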

Other observations

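Overlaps between ages and between P3 genotypes, and the stratification of anchors by gene length, were chosen after results were seen, and the lists and the counts at anchors beforehand. *Cd74*, the invariant chain of MHC class II, rose in P7 mutant Sertoli cells (log2 fold change 3.93, standard error 0.367, adjusted p = 0.00146), with *Ciita*, the master regulator of these genes (3.51), *H2-Ab1* (3.51), *H2-Eb1* (3.23) and *H2-Aa* (2.97). Of 6 MHC class II genes 6 were higher and 0 lower (the same over the list alone) there (median 3.37; camera adjusted p = 1.0e-15, and adjusted p = 0.0572 with an estimated correlation). At P3 in *Dmrt1-/-* gonads, of 7 such genes 4 were higher and 0 lower (6 and 0 over the list alone) (median 1.92; camera adjusted p = 1.2e-20, and adjusted p = 0.00154 with an estimated correlation), *H2-Ab1* among them (2.26). The keratin genes *Krt8* (1.65) and *Krt18* (1.40) of simple epithelium were higher at P7, although leaving out any 1 library except control replicate 2 ended the call of *Krt18* (1.07 to 1.55).

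Of the Y-linked genes at P28, *Zfy1* (-6.36), a zinc finger protein of the testis, and *Usp9y*, a ubiquitin protease (-6.45), were lower in *Dmrt1-/-* gonads than in wild-type testes, and *Kdm5d*, a histone demethylase, higher (2.46), the last not with factors from the macrophage, endothelial, myoid and stromal lists (0.37). Of 7 such genes 3 were higher and 3 lower (the same over the list alone), and with those factors 0 higher and 4 lower, median -1.76. In the same comparison, of 12 peritubular myoid genes 3 were higher and 2 lower (the same over the list alone), of 5 erythroid genes 4 were higher and 1 lower (the same over the list alone), of 3 keratin genes 1 was higher and 0 lower (the same over the list alone), of 19 tight junction genes 9 were higher and 5 lower (the same over the list alone) and of 13 genes of inhibin and FSH signaling 7 were higher and 0 lower (the same over the list alone). In that order, with factors from the 4 lists, of which the myoid list is 1, the medians of 0.36, 2.58, 0.00, 0.45 and 1.47 became -1.72, 0.52, -2.11, -1.73 and -0.60. Of 8 MHC class II genes 5 were higher and 1 lower (the same over the list alone) at P28 (median 1.97, and -0.18 with those factors), and of the 19 genes the paper names 7 were higher and 6 lower (the same over the list alone).

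Genes called at P3 in *Dmrt1-/-* gonads were largely called at P7 in mutant Sertoli cells, 20 higher and 35 lower in both and none in opposite directions, where independent lists would share 0.696 and 0.949. From P7 to P28, 189 were higher and 131 lower in both (81.1 and 57.1 if independent) and 42 and 34 opposite. From P3 to P28 in *Dmrt1-/-* gonads, 11 were higher and 31 lower in both (7.88 and 9.71 if independent; Fisher exact test, p = 0.215 and p = 1.8e-11), with 5 and 4 opposite, and in *Dmrt1 R111G/+* gonads 1 and 4 (0.918 and 0.836; p = 1 and p = 0.00527). At P3, *Dmrt1-/-* and *Dmrt1 R111G/-* gonads shared 23 genes, 3 higher and 20 lower in both, with a correlation of fold changes of 0.552 against 0.504 from shared control libraries alone, and a covariance of 0.0921 against 0.0480. The *Dmrt1 R111G/-* and *Dmrt1 R111G/+* calls shared 6 genes, 5 in the same direction, with a correlation of 0.263 and a covariance of 0.0382, below the 0.512 and 0.0485 from shared controls.

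Genes higher in mutant P7 Sertoli cells held a Hi-C anchor more often than the other genes tested, 134 of 359 (37.3%) against 22.4% (odds ratio 2.06, Fisher exact test, p = 4.0e-10), and lower ones 78 of 280 (27.9%, odds ratio 1.34, p = 0.036). Gene length differed between these sets, with medians of 45.6, 26.5 and 20.8 kb, and over 10 strata of length the odds ratios were 1.30 (95% interval 1.02 to 1.65) and 1.09 (0.82 to 1.45). *Nr5a2* holds an anchor in its body and *Foxl2* lies within the loops of 2 interactions, its nearest anchor 11.5 kb away. The list comes from *Dmrt1-/-* cells alone, so it does not say whether these contacts differ from those of control cells.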
